# The Lin28b/Wnt5a axis drives pancreas cancer through crosstalk between cancer associated fibroblasts and tumor epithelium

**DOI:** 10.1038/s41467-023-42508-8

**Published:** 2023-10-28

**Authors:** Zhaoqi Shu, Minghe Fan, Bo Tu, Zhiheng Tang, Haojie Wang, Haimeng Li, Hengchao Li, Meng Yuan, Jingru Bai, Sihan Huo, Lina Wang, Wei-Guo Zhu, Wei Wang, Xiaoyun Liu, Shaokun Shu, Ying Zhao

**Keywords:** Cancer microenvironment, Pancreatic cancer, Growth factor signalling

## Abstract

Bidirectional signal transduction between tumor epithelial cells and tumor microenvironment (TME) is important for tumor development. Here we show that Lin28b/let-7 pathway is indispensable for modulating the expression of Wnt5a in tumor epithelium, which could be secreted and then up-regulates Lin28b in cancer-associated fibroblasts (CAFs). Moreover, we demonstrate that Lin28b in CAFs promoted growth of PDAC by inducing cytokine PCSK9’s production. Using an orthotopic mouse model of PDAC, we find that depletion of Lin28b in CAFs reduced tumor weight, highlighting the importance of Lin28b in PDAC stroma. Thus, our study shows that the Lin28b-Wnt5a axis plays a critical role in bidirectional crosstalk between pancreatic tumor epithelium and TME and results in a pro-‍tumorigenic contexture.

## Abstract (web summary)

Crosstalk between tumor cells and the microenvironment is essential for tumor progression. Here, the authors show Pancreatic ductal adenocarcinoma (PDAC) epithelial cells with high level of Lin28b secrete Wnt5a to upregulate Lin28b expression in cancer-associated fibroblasts, which in turn promote growth of PDAC cells via production of PCSK9.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is characterized by widespread fibrotic desmoplasia, among which cancer-associated fibroblasts (CAFs) are considered one of the most critical stromal cells that interact with tumor epithelium and promote tumor growth, metastasis, and treatment resistance by secreting excessive amounts of ECM proteins, metabolites, cytokines, chemokines, and growth factors^1–3^. Bidirectional signal transduction between cancer cells and CAFs is important for tumor development. Numerous previous studies have shown the critical roles of CAFs in tumorigenesis and development, while some noteworthy effects of tumor cells on CAFs have also been identified. For example, TGF-β is regarded as a major tumor cell-derived factor affecting CAFs’ activation^4^ and pro-metastatic factors production^5^. PDAC-derived exosomes modulate the liver microenvironment and promote metastasis by stimulating insulin-like growth factor 1 (IGF-1) signaling in hepatic satellite cells (HSCs)^6^. Extracellular vesicles (EVs) delivery of miRNA in tumor cells can induce the reprogramming of fibroblasts into CAFs^7^. Despite these studies on tumor microenvironment (TME) regulation, more specific roles and detailed mechanisms of tumor cells affecting CAFs’ function remain to be further explored.

Lin28b is a RNA-binding protein that promotes cell transformation and is associated with advanced human malignancies^8^. The well-characterized function of Lin28b is to block let-7 miRNA maturation and modulate mRNA translational efficacy by binding to mRNA targets^9–11^. In pancreatic cancer, Lin28b was shown to be capable of promoting the growth and survival of PDAC cells through the inhibition of let-7 and subsequent activation of let-7 target genes^12^. In addition, Lin28b is highly expressed in circulating tumor cells of PDAC patients and functions as a metastasis driver^13^. Although LIN28 is correlated with PDAC growth and metastasis, neither its regulation nor its functional role in PDAC TME has previously been explored.

Here in our study, we find that Lin28b can be expressed in CAFs. In addition, we explore the role of Lin28b in CAFs by using *FSP-Cre;Lin28b*^*fl/fl*^ mice and identify cytokine PCSK9 as a direct target of Lin28b/let-7. This finding highlights the role of Lin28b in stroma.

## Results

### Lin28b could be highly expressed in CAFs of PDAC

Previous studies have shown that LIN28B drives the growth of PDAC cells and elevated LIN28B was correlated with poor prognosis in patients with PDAC^12^. To further explore the function of LIN28B in PDAC, IHC (Immunohistochemistry) staining was performed on human PDAC tissue microarrays (TMAs). We found that 23 of 80 PDAC samples (28.75%) expressed high levels of LIN28B in tumor epithelium. Notably, LIN28B expression was associated with advanced tumor grade and poor prognosis (Fig. 1a–c). Meanwhile, we observed an interesting phenomenon that most LIN28B^high^ samples (22 of 23 samples) also exhibited high LIN28B expression in stroma (Fig. 1d), urging us to further explore the expression profiles of LIN28B in PDAC stroma. Cancer-‍associated fibroblast (CAFs) characterized by α-SMA expression is considered major stromal components in PDAC^14^. Thus, we conducted immunofluorescence staining for α-SMA on TMAs and observed the co-localization of LIN28B and α-SMA in LIN28B^high^ samples (Fig. 1e), indicating that LIN28B expression in CAFs was highly correlated with its expression status in tumors. We next sought to validate our findings in mice models of PDAC. Primary murine PDAC lines 14837T, 14838T, and 15376T were isolated from genetically engineered C57BL/6 mice (*p48-‍Cre;tetO_LSL-‍Kras*^*G12D*^*;ROSA_rtTA;p53*^*L/+*^). We found that Lin28b was highly expressed in 15376T but not in 14837T or 14838T (Fig. 1f, g). Next, we implanted 14837T, 14838T, or 15376T into the pancreas of mice and found that orthotopic model of 15376T expressed high levels of Lin28b in both tumor and stroma, while 14837T and 14838T tumors demonstrated only background levels of staining for Lin28b (Fig. 1h, j). These results suggested that Lin28b could be expressed in CAFs, although Lin28b is generally considered highly expressed in embryonic tissues or cancer tissues^15^.

**Fig. 1:**
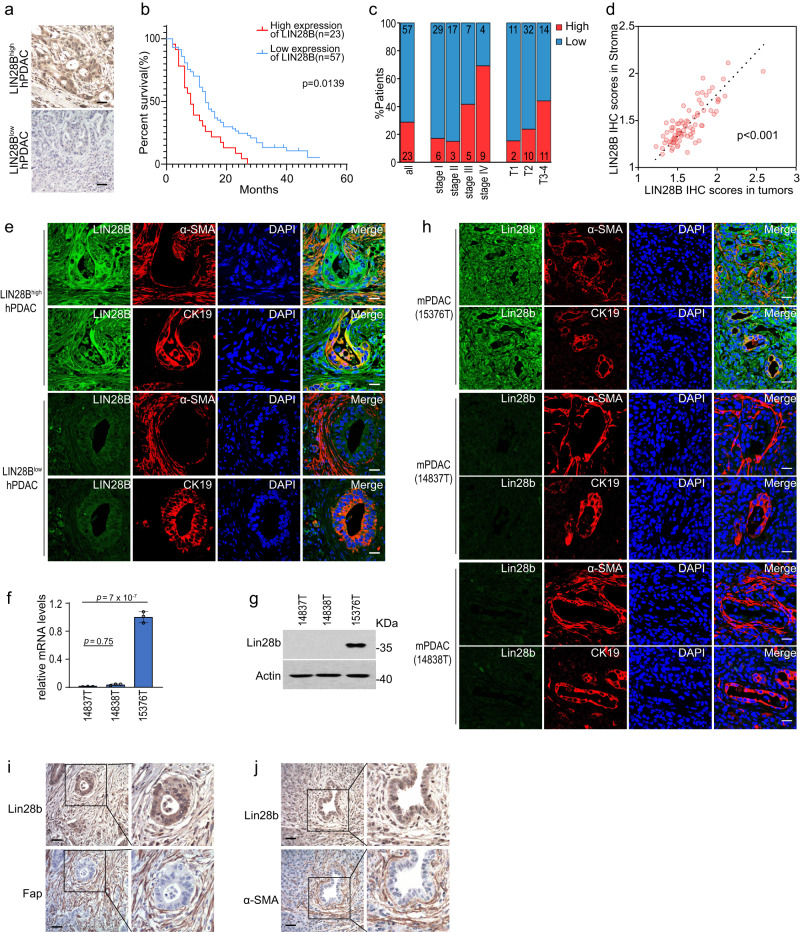
Lin28b could be highly expressed in CAFs of PDAC. **a** IHC was performed on a PDAC patient TMA with LIN28B antibody. High expression of LIN28B (LIN28B^high^) and low expression of LIN28B (LIN28B^low^) in tissues was shown. Scale bar: 30 μm. **b** Survival curves for PDAC patients with high (red) or low (blue) levels of LIN28B. Statistical analysis was performed using two-sided Gehan-Breslow-Wilcoxon test; *P* = 0.0139; *n* = 80 patients. **c** Percentages of total population of patients (*n* = 80) or of patients at each pathological stage (stage I; *n* = 35, stage II; *n* = 20, stage III; *n* = 12, stage IV; *n* = 13) and histological T status (T1; *n* = 13, T2; *n* = 42, T3-4; *n* = 25) expressing high (red) or low (blue) levels of LIN28B. **d** Correlation between LIN28B IHC scores in stroma and tumors (Pearson product-moment correlation test; *r* = 0.9962, *p* < 0.001). **e** Immunofluorescence was performed on the PDAC patient TMA using LIN28B, α-SMA, and CK19 antibodies. Representative images from LIN28B^high^ hPDAC and LIN28B^low^ hPDAC were shown. Scale bar: 30 μm. **f**, **g** The levels of Lin28b in 14837T, 14838T, and 15376T were measured by real-time qPCR (**f**) and western blotting (**g**). *P*-value by one-way ANOVA with Tukey’s multiple comparison test. Representative of *n*  =  3 independent experiments (**g**). **h** Orthotopic PDAC tumors generated with 14837T, 14838T, or 15376T were analyzed by Lin28b, α-SMA, and CK19 immunofluorescence staining (*n* = 6 mice). Representative images are shown. Scale bar: 30 μm. **i** Lin28b^high^ PDAC tumors were stained for Lin28b, Fap (**i**), and α-SMA (**j**) (*n* = 6 mice). Representative images are shown. Scale bar: 30 μm. Three biologically independent experiments were performed (**f**). Data are shown as mean ± s.d.

### Lin28b expression in CAFs is induced by conditioned medium from Lin28b^high^ tumor cells

We next isolated mouse CAF cell lines (mCAFs, termed 14837CAFs, 14838CAFs, and 15376CAFs) from orthotopic tumors (Supplementary Fig. 1a, b). However, we found that Lin28b was hardly detected in these cell lines cultured in vitro, not consistently with the immunofluorescence data (Fig. 2a, b). We suspected that the PDAC cells might play a role in sustaining stroma Lin28b expression. Thus, mCAFs were co-‍cultured with murine PDAC lines to mimic the in vivo environment. Interestingly, Lin28b could be induced in CAFs which were co-cultured with 15376T, but not with 14837T or 14838T, suggesting that Lin28b expression in CAFs is related with its expression status in tumors (Fig. 2a, b). To further confirm our hypothesis, 14837CAFs were directly co-cultured with 15376T or 14837T for 6 days and then sorted by flow cytometry (FACS) (Fig. 2c). We found Lin28b expression was increased when 14837CAFs were co-cultured with 15376T but not with 14837T (Fig. 2d). Furthermore, we treated CAFs with conditioned medium (CM) from 15376T for 6 days and also found that Lin28b expression was gradually upregulated by 15376T-CM (Fig. 2e–j and Supplementary Fig. 1c, d). In addition, the ability of 15376T-CM to increase Lin28b expression in CAFs was abolished when Lin28b was knocked-out in 15376T (Fig. 2k, l and Supplementary Fig. 1e). We next sought to validate our findings in human PDAC. We measured LIN28B expression in human PDAC cell lines and found that LIN28B was highly expressed in PANC-1 and PANC03.27, is not expressed by ASPC-1, Mia Paca-2, PaTu8988T and PaTu8988S (Fig. 2m, n). In addition, we isolated human PDAC cell lines from 2 patients and found that LIN28B was highly expressed in hPDAC1^#^ but not in hPDAC2^#^ (Fig. 2m, n). Similar data were seen in human PDAC, as CM from PANC-1, PANC03.27 and hPDAC1^#^ induced LIN28B expression in human CAFs (hCAFs) in a LIN28B-‍dependent manner (Fig. 2p–r and Supplementary Fig. 1f–h), confirming that loss of Lin28b in tumor epithelium leads to the inactivation of Lin28b in CAFs in both human and murine PDAC. To verify this phenomenon in vivo, 15376T or Lin28b-KO 15376T were injected into the pancreas of mice. Immunofluorescence staining showed that silencing Lin28b in tumor reduced stromal Lin28b expression in orthotopic models (Fig. 2s). All together, these data indicated that tumor cells with high levels of Lin28b (Lin28b^high^) could upregulate stroma Lin28b expression.

**Fig. 2:**
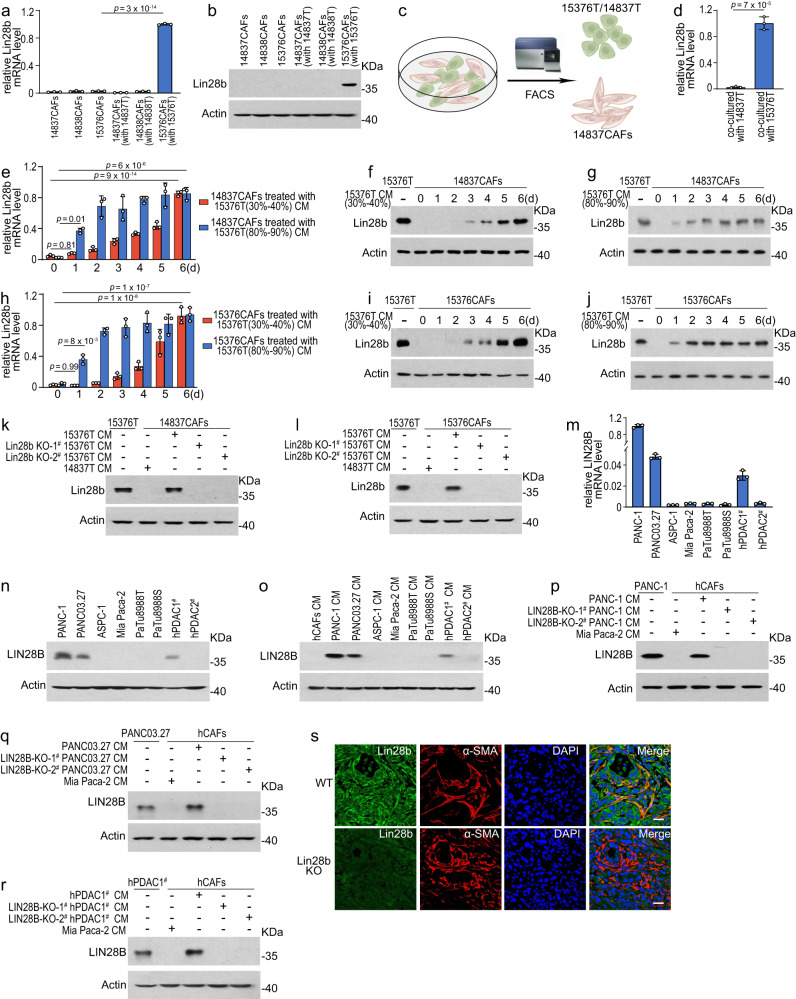
Lin28b expression in CAFs is induced by conditioned medium from Lin28b^high^ tumor cells. **a**, **b** Real-time qPCR analysis (**a**) and western blotting analysis (**b**) for Lin28b expression in mCAFs cultured alone or co-cultured with indicated tumor cells. Representative of *n*  =  3 independent experiments (**b**). **c**, **d** 14837CAFs were direct co-cultured with 14837T or 15376T for six days and then sorted by flow cytometric cell sorting (FACS) (**c**). The levels of Lin28b were measured by real-time qPCR (**d**). **e**–**j** 14837CAFs (**e**–**g**) or 15376CAFs (**h**–**j**) were ‍cultured with 15376T-CM for up to 6 days. CM was derived from 15376T with low density (30–40%) or high density (80–90%). Cells were collected for real-‍time qPCR (**e**, **h**) and Western blotting (**f**, **g**, **i**, **j**) at indicated time points. Lin28b levels in 15376T were included as a positive control. Representative of *n*  =  3 independent experiments (**f**, **g**, **i**, **j**). **k**, **l** 14837CAFs (**k**) or 15376CAFs (**l**) ‍were cultured with 15376T-CM or Lin28b-KO 15376T-‍CM for 6 days. Then, Lin28b levels were measured by western blotting. Lin28b levels in 15376T were included as a positive control. Representative of *n*  =  3 independent experiments. **m**, **n** The levels of LIN28B in human PDAC cell lines were measured by real-time qPCR (**m**) and western blotting (**n**). Representative of *n*  =  3 independent experiments (**n**). **o** human CAFs (hCAFs) were cultured with CM from human PDAC cell lines for 6 days. Then, LIN28B levels were measured by western blotting. Representative of *n*  =  3 independent experiments (**p**–**r**) hCAFs were cultured with PANC-1-CM (**p**), LIN28B-KO PANC-1-CM (**p**), PANC03.27-CM (**q**), LIN28B-KO PANC03.27-CM (**q**), hPDAC1^#^-CM (**r**), and LIN28B-KO hPDAC1^#^-CM (**r**) for 6 days. Then, the levels of LIN28B were measured by western blotting. LIN28B levels in PANC-1 (**p**), PANC03.27 (**q**), and hPDAC1^#^ (**r**) were included as a positive control. Representative of *n*  =  3 independent experiments. **s** Orthotopic PDAC tumors generated with 15376T or Lin28b-KO 15376T were analyzed by Lin28b and α-SMA immunofluorescence staining (*n* = 6 mice). Representative images are shown. Scale bar: 30 μm. Three biologically independent experiments were performed (**a**, **d**, **e**, **h**, **m**). Data are shown as mean ± s.d. *P*-values were determined by one-way ANOVA with Tukey’s multiple comparison test (**a**, **e**, **h**, **m**) or two-tailed unpaired Student’s t-tests (**d**).

### Lin28b^high^ PDAC cells secret Wnt5a to induce Lin28b expression in CAFs

We then utilized RNA-sequencing (RNA-seq) of 15376T, Lin28b-KO 15376T, and 14837T to further understand the mechanisms by which tumor cells upregulate stroma Lin28b expression. 66 upregulated genes were identified in 15376T compared with Lin28b-KO 15376T and 14837T (Fig. 3a). In these genes, we noticed two soluble Wnts (Wnt ligands) including Wnt5a and Wnt10a were upregulated in 15376T (Fig. 3b, c and Supplementary Fig. 2a, b) as well as PANC-1 (Fig. 3d, e and Supplementary Fig. 2c, d). In addition, Wnt5a and Wnt10a were detectable by enzyme-linked immunosorbent assay (ELISA) in CM from Lin28b^high^ tumors but not Lin28b^low^ tumors (Fig. 3f, g and Supplementary Fig. 2e, f). We then tried to confirm the role of Wnt5a or Wnt10a in driving Lin28b expression in CAFs. As shown in Fig. 3h–l and Supplementary Fig. 2g–m, knocking-out Wnt5a but not Wnt10a in tumors suppressed the ability of tumor cells to induce Lin28b expression in CAFs, highlighting the role of Wnt5a in Lin28b induction. Moreover, we found Lin28b expression in CAFs was upregulated by recombinant-Wnt5a (Fig. 3m–q), while blockade of Wnt5a signaling with neutralizing antibody blunted the ability of 15376T-‍CM to up-‍regulate Lin28b expression in CAFs (Fig. 3r, s). We next examined the role of Wnt5a in vivo by injecting 15376T and Wnt5a-KO 15376T into the pancreas of mice. Immunofluorescence staining showed that knocking-‍out Wnt5a in tumor reduced stromal Lin28b expression in orthotopic models (Fig. 3t).

**Fig. 3:**
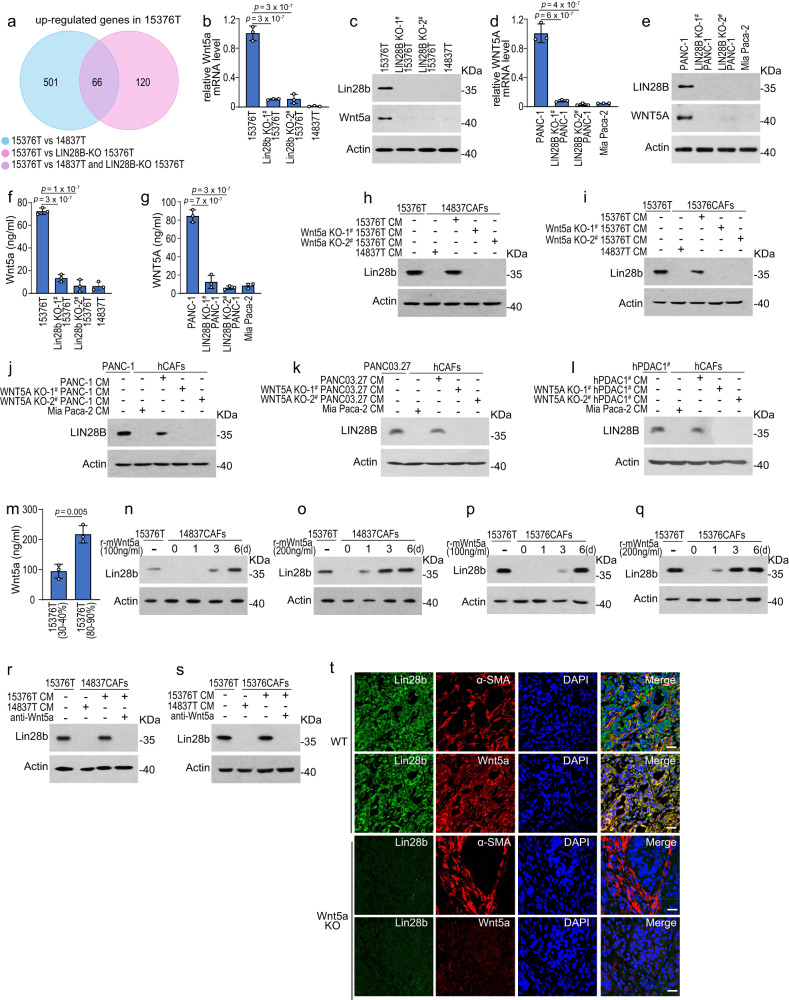
Lin28b^high^ PDAC cells secret Wnt5a to induce Lin28b expression in CAFs. **a** Venn diagram of genes upregulated in 15376T compared with Lin28b-KO 15376T and 14837T as determined by RNA-sequencing (RNA-seq). **b**, **c** The levels of Wnt5a in 15376T, Lin28b-KO 15376T, and 14837T were measured by real-‍time qPCR (**b**) and western blotting (**c**). Representative of *n*  =  3 independent experiments (**c**). **d**, **e** The levels of WNT5A in PANC-1, LIN28B-KO PANC-1, and Mia Paca-2 were measured by real-‍time qPCR (**d**) and western blotting (**e**). Representative of *n*  =  3 independent experiments (**e**). **f** Wnt5a levels in the supernatants of 15376T, Lin28b-KO 15376T, and 14837T were examined by ELISA. **g** WNT5A levels in the supernatants of PANC-1, LIN28B-KO PANC-1 and Mia Paca-2 were examined by ELISA. **h**, **i** 14837CAFs (**h**) or 15376CAFs (**i**) ‍were cultured with 15376T-CM or Wnt5a-KO 15376T-CM for 6 days. Then, Lin28b levels were measured by western blotting. Lin28b levels in 15376T were included as a positive control. Representative of *n*  =  3 independent experiments. **j**–**l** hCAFs were cultured with PANC-1-CM (**j**), WNT5A-KO PANC-1-CM (**j**), PANC03.27-CM (**k**), WNT5A-KO PANC03.27-CM (**k**), hPDAC1^#^-CM (**l**), and WNT5A-KO hPDAC1^#^-CM (**l**) for 6 days. Then, the levels of LIN28B were measured by western blotting. LIN28B levels in PANC-1 (**j**), PANC03.27 (**k**), and hPDAC1^#^ (**l**) were included as a positive control. Representative of *n*  =  3 independent experiments. **m** Wnt5a levels in the supernatants of low (30–40%) and high (80–90%) density inoculated 15376T were examined by ELISA. **n**–**q** 14837CAFs (**n**, **o**) or 15376CAFs (**p**, **q**) were ‍treated with 100 ng/ml or 200 ng/ml recombinant-Wnt5a(r-mWnt5a) for 6 days. Cells were collected for Western blotting at indicated time points. Lin28b levels in 15376T were included as a positive control. Representative of *n*  =  3 independent experiments (**n**–**q**). **r**, **s** 14837CAFs (**r**) or 15376CAFs (**s**) were cultured with 14837T-‍CM or 15376T-‍CM in the presence or absence of 1 μg/ml Wnt5a neutralizing antibody (anti-Wnt5a) for 6 days. Then, cells were collected for Western blotting. Lin28b levels in 15376T were included as a positive control. Representative of *n*  =  3 independent experiments (**r**, **s**). **t** Orthotopic PDAC tumors generated with 15376T or Wnt5a-KO 15376T were analyzed by Wnt5a, Lin28b and α-SMA immunofluorescence staining *(n* = 6 mice). Representative images are shown. Scale bar: 30 μm. Three biologically independent experiments were performed (**b**, **d**, **f**, **g**, **m**). Data are shown as mean ± s.d. *P*-values were determined by one-way ANOVA with Tukey’s multiple comparison test (**b**, **d**, **f**, **g**) or two-tailed unpaired Student’s t-tests (**m**).

### Wnt5a-Fzd4-β-catenin pathway plays a critical role in Lin28b induction

Since we provided evidence that Wnt5a leads to the activation of Lin28b in PDAC stroma, we next investigated the mechanism of how Wnt5a induced Lin28b expression. As we known, Wnt signaling is traditionally categorized into two broad pathways, β-‍catenin-dependent canonical pathway and β-‍catenin-independent non-canonical pathway. Wnt5a has traditionally been known as a non-canonical WNT. However, in addition to activation of the non-canonical signaling pathways, Wnt5a was reported to activate the canonical pathway in the presence of Fzd4 receptors^16,17^. Therefore, we tested *Fzd4*’s level and found that *Lin28b* could only be detected in both *Wnt5a* and *Fzd4* high-‍expressed tumor cells lines (Fig. 4a, b), indicating that intact Wnt5a-Fzd4 pathway is essential for activation of Lin28b in PDAC. Next, we knocked-out Fzd4 in CAFs and found neither 15376T-CM nor recombinant-Wnt5a could induce Lin28b expression in Fzd4-KO CAFs (Fig. 4c, d). To further confirm the importance of Fzd4 and take into account CAF heterogeneity, we isolate CAFs from KPC (*Kras*^LSL-‍G12D/+^*;Trp53*^R172H/+^*;Pdx1*-‍Cre) mice using FACS^18^ and then used Fzd4 antibody to segregate CAFs into Fzd4-positive and Fzd4-negative populations (Fig. 4e). Similarly, Lin28b expression could be induced only in Fzd4-positive CAFs (Fig. 4f). We also found the levels of β-catenin, an intracellular signal transducer in the Wnt pathway, were upregulated in CAFs when Lin28b expression was induced (Fig. 4g–i). Moreover, both Lin28b^high^ tumors-CM and r-Wnt5a can induce enrichment of β-catenin in Lin28b promoters (Fig. 4j–l) in CAFs. To further assay Wnt/β-catenin signaling pathway activation, we transfected T-cell factor/lymphoid enhancer-binding factor (TCF/LEF) luciferase reporter into CAFs and found that both Lin28b^high^ tumors-CM and r-Wnt5a promoted the luciferase activity (Fig. 4m), suggesting that Wnt/β-catenin signaling pathway was activated. In addition, inhibition of β-catenin in CAFs attenuated Lin28b expression induced by CM from Lin28b^high^ tumors (Fig. 4n–s). These data suggested that Wnt5a-Fzd4-β-catenin pathway plays a critical role in stimulating Lin28b expression in CAFs.

**Fig. 4:**
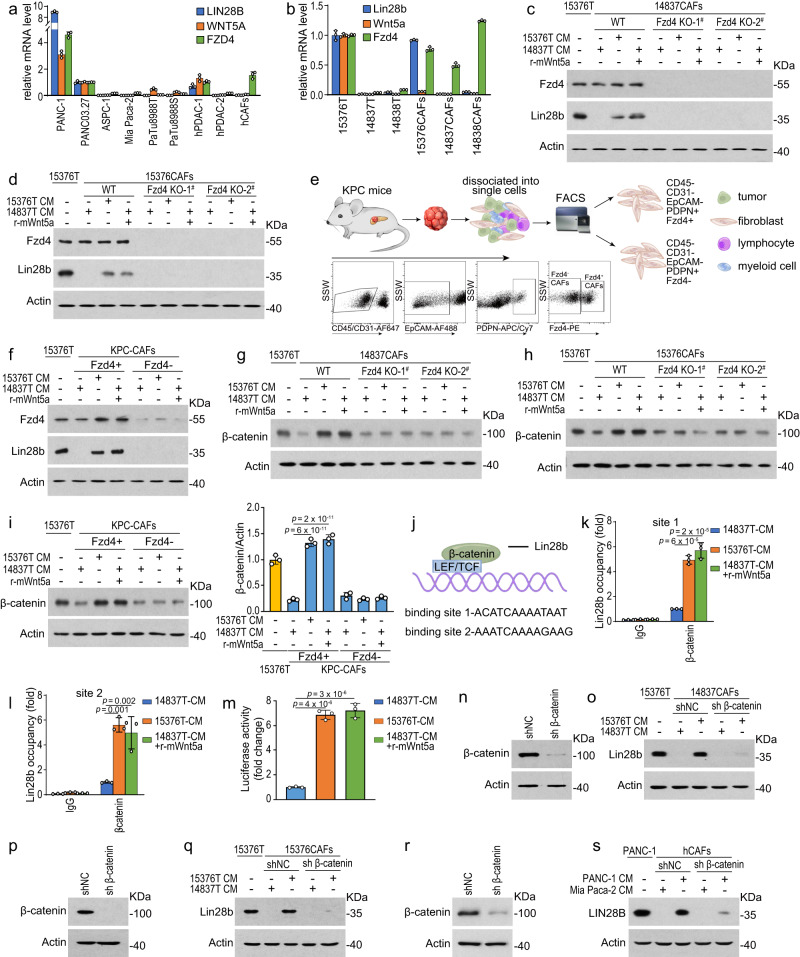
Wnt5a-Fzd4-β-catenin pathway plays a critical role in Lin28b induction. **a**, **b** The mRNA levels of Lin28b, Wnt5a, and Fzd4 in indicated cells were measured by real-time qPCR. **c**, **d** 14837CAFs (**c**), Fzd4-KO 14837CAFs **c**, 15376CAFs and Fzd4-KO 15376CAFs (**d**) were cultured with 14837T-‍CM or 15376T-‍CM in the presence or absence of 100 ng/ml r-mWnt5a for 6 days. Then, cells were collected for Western blotting. Lin28b levels in 15376T were included as a positive control. Representative of *n*  =  3 independent experiments. **e** Fzd4-positive (Fzd4^+^) and Fzd4-negative (Fzd4^-^) CAFs from KPC mice were sorted by flow cytometry (FACS). Flow plots showing the gating strategy for sorting Fzd4^+^ and Fzd4^-^ CAFs from KPC tumors. **f** Fzd4^+^ CAFs and Fzd4^-^ CAFs were cultured with 14837T-‍CM or 15376T-‍CM in the presence or absence of 100 ng/ml r-mWnt5a for 6 days. Then, cells were collected for Western blotting. Lin28b levels in 15376T were included as a positive control. Representative of *n*  =  3 independent experiments. **g**, **h** 14837CAFs, Fzd4-KO 14837CAFs (**g**), 15376CAFs, and Fzd4-KO 15376CAFs (**h**) were cultured with 14837T-‍CM or 15376T-‍CM in the presence or absence of 100 ng/ml r-mWnt5a for 6 days. Then, the levels of β-catenin were measured by Western blotting. Representative of *n*  =  3 independent experiments. **i** Fzd4^+^ CAFs and Fzd4^-^ CAFs were cultured with 14837T-‍CM or 15376T-‍CM in the presence or absence of 100 ng/ml r-mWnt5a for 6 days. Then, the levels of β-catenin were measured by Western blotting and quantification. Representative of *n*  =  3 independent experiments. **j** A schematic illustration of the β-catenin binding sites in the Lin28b promoter. **k**, **l** 14837CAFs were cultured with 14837T-‍CM or 15376T-‍CM in the presence or absence of 100 ng/ml r-mWnt5a for 6 days. ChIP experiments were performed using anti-β-catenin antibody. k, binding site 1; l, binding site 2. **m** The relative luciferase activity was analyzed after 14837CAFs were transfected with TCF/LEF reporter and pRL-TK vector and then cultured with 14837T-‍CM or 15376T-‍CM in the presence or absence of 200 ng/ml r-mWnt5a for 3 days. **n**–**r** Western blotting was used to detect the knockdown efficiency of β-catenin in 14837CAFs (**n**) and 15376CAFs (**p**). Representative of *n*  =  2 independent experiments. 14837CAFs and β-catenin-KD 14837CAFs (**o**), 15376CAFs and, and β-catenin-KD 15376CAFs (**q**) were cultured with 14837T-‍CM or 15376T-‍CM for 6 days. Then, cells were collected for Western blotting. Lin28b levels in 15376T were included as a positive control. Representative of *n*  =  3 independent experiments (**o**, **q**). **r**, **s** Western blotting was used to detect the knockdown efficiency of β-catenin in hCAFs (**r**). Representative of *n*  =  2 independent experiments. hCAFs and β-catenin-KD hCAFs were cultured with Mia Paca-2-‍CM or PANC-1-‍CM for 6 days. Then, cells were collected for Western blotting (**s**). Lin28b levels in PANC-1 were included as a positive control. Representative of *n*  =  3 independent experiments (**s**). Three biologically independent experiments were performed (**a**, **b**, **i**, **k**–**m**). Data are shown as mean ± s.d. *P*-values were determined by one-way ANOVA with Tukey’s multiple comparison test (**a**, **b**, **i**, **k**–**m**).

### Lin28b-positive CAFs promote growth of pancreatic cancer

We next sought to explore the role of Lin28b in CAFs. It’s well known that rapid glucose consumption by tumors results in a glucose-poor microenvironment^19^. Meanwhile, CAFs can secrete various growth factors and metabolites that sustain the proliferation of cancer cells in a nutrition-poor TME^14^. Not surprisingly, we found CAFs had a positive effect on PDAC proliferation under glucose-limiting conditions (2 mM glucose) which recapitulated the austere tumor microenvironment in vivo^20^ (Fig. 5a). In contrast, Lin28b-KO CAFs could not rescue PDAC proliferation under low glucose treatment (Fig. 5b and Supplementary Fig. 3a). We also generated 14837CAF and 15376CAF cell lines stable-expressing WT-Lin28b (Supplementary Fig. 3b–e). We then found that CM from CAFs expressing Lin28b was able to rescue tumor growth under glucose-limiting conditions (Fig. 5c, d). Next, tumor cells were co-injected with different types of CAFs into the pancreas of mice. Co-injection of 15376T with Lin28b-KO 15376CAFs, but not with WT 15376CAFs, slowed the tumor growth in vivo (Fig. 5e–g). Moreover, tumor (14837T) growth was significantly increased when co-injected with WT-Lin28b-expressing CAFs, and this increase was significantly attenuated when PDAC cells were co-injected with 14837CAFs or 15376CAFs (Fig. 5h, i). These findings suggested that stromal Lin28b expression may play a key role in PDAC growth. In addition, since our data indicated that Wnt5a-Fzd4 pathway is essential for activation of Lin28b (Fig. 4c, d, f), we also tested the role of Fzd4 in tumor growth. As shown in Fig. 5j–n and Supplementary Fig. 3f, Fzd4-positive CAFs was able to rescue tumor growth both in vitro and in vivo, indicating that Fzd4-mediated Lin28b expression in CAFs promotes PDAC growth.

**Fig. 5:**
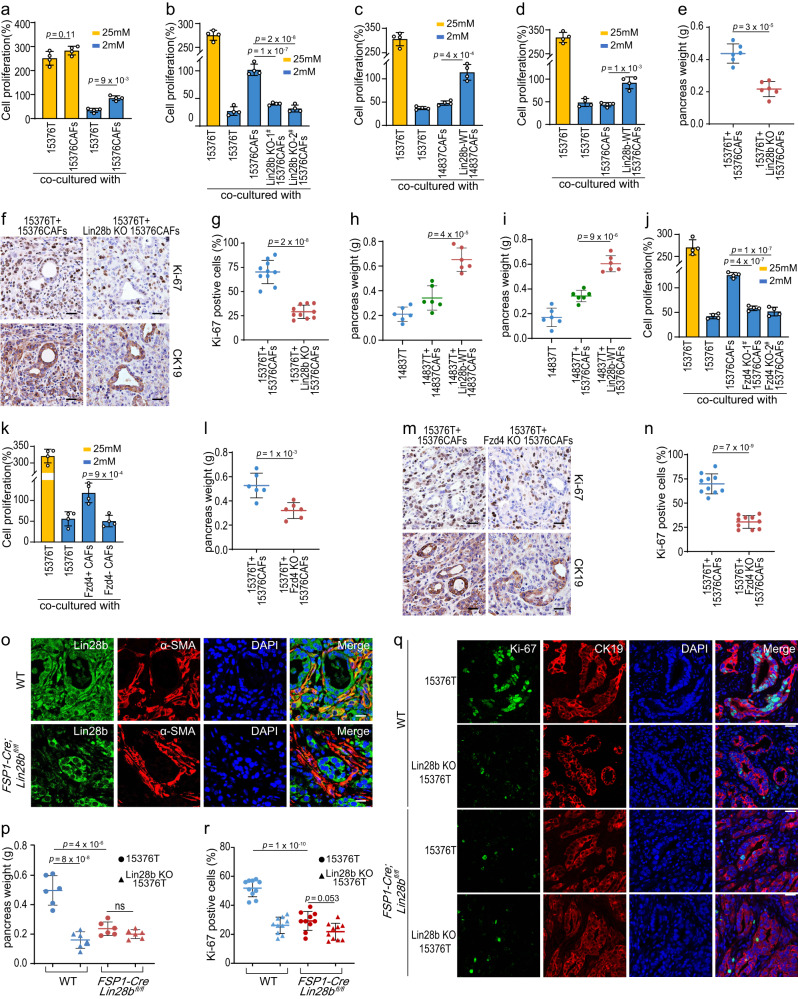
Lin28b-positive CAFs promote growth of pancreatic cancer. Before the experiment started, CAFs were cultured with 15376T-‍CM for 6 days to induce Lin28b expression. CM for CAFs culture was replaced daily (**a**, **b**, **e**–**h**, **k**–**p**). **a** 15376T were co-cultured with or without 15376CAFs in transwell chambers and treated with complete media (25 mM glucose) or glucose-limited medium (2 mM glucose) for 2 days. The cells were counted to calculate the cell proliferation. **b** Tumors were co-cultured with 15376CAFs or Lin28b-KO 15376CAFs in transwell chambers for 2 days. The cells were counted to calculate the cell proliferation. **c**, **d** Lin28b-WT was stable expressed in 14837CAFs (**c**) and 15376CAFs (**d**). Tumors were co-cultured with 14837CAFs (**c**), Lin28b-WT-expressing 14837CAFs (**c**), 15376CAFs (**d**) or Lin28b-WT-expressing 15376CAFs (**d**) in transwell chambers for 2 days. The cells were counted to calculate the cell proliferation. **e**–**g** 15376T was orthotopically co-injected with 15376CAFs or Lin28b-KO 15376CAFs into C57BL/6J mice (*n* = 6 mice). After 1 week, the pancreas was weighed (**e**) and analyzed by Ki-67 and CK19 IHC staining (**f**). Scale bar: 30 μM. The proportion of ki67-positive (**g**) cell was shown (*n* = 10 views per group). Data are shown as mean ± s.d. **h**, **i** 14837T was orthotopically co-injected with or without 14837CAFs (**h**), Lin28b-WT-expressing 14837CAFs (**h**), 15376CAFs (**i**) or Lin28b-WT-expressing 15376CAFs (**i**) into C57BL/6J mice (*n* = 6 mice). After 1 week, the pancreas was weighed. **j** Tumors were co-cultured with 15376CAFs or Fzd4-KO 15376CAFs in transwell chambers for 2 days. The cells were counted to calculate the cell proliferation. **k** Tumors were co-cultured with Fzd4^+^ CAFs or Fzd4^-^ CAFs in transwell chambers for 2 days. The cells were counted to calculate the cell proliferation. **l**–**n** 15376T was orthotopically co-injected with 15376CAFs or Fzd4-KO 15376CAFs into C57BL/6J mice (*n* = 6 mice). After 1 week, the pancreas was weighed (**l**) and analyzed by Ki-67 and CK19 staining (**m**). Scale bar: 30 μM. The proportion of ki67-positive (**n**) cell was shown (*n* = 10 views per group). **o** 15376T cells were orthotopically injected into WT or *FSP-Cre;Lin28b*^*fl/fl*^ mice (*n* = 6 mice). After 2 weeks, the tumors were analyzed by Lin28b and α-SMA immunofluorescence staining. Representative images are shown. Scale bar: 30 μM. **p**–**r** 15376T or Lin28b-KO 15376T were orthotopically injected into WT or *FSP-Cre;Lin28b*^*fl/fl*^ mice (*n* = 6 mice). After 2 weeks, the pancreas was weighed (**p**) and analyzed by Ki-67 and CK19 immunofluorescence staining (**q**). Scale bar: 30 μM. The proportion of ki67-positive (**r**) cell was shown (*n* = 10 views per group). Four biologically independent experiments were performed (**a**–**d**, **j**, **k**). Data are shown as mean ± s.d. *P*-value were determined by one-way ANOVA with Tukey’s multiple comparison test (**a**–**d**, **h**–**k**, **p**, **r**) or two-tailed unpaired Student’s t-tests (**e**, **g**, **l**, **n**).

To further confirm Lin28b’s role in CAFs, we generated a fibroblast-specific conditional Lin28b knock-out model by crossing *Lin28b*^*fl/fl*^ mice with *FSP1-‍Cre* mice. Then we implanted 15376T into the pancreas of wild-type (WT) mice and *FSP-‍Cre;Lin28b*^*fl/fl*^ mice and performed the immunofluorescence staining on orthotopic tumors. As shown in Fig. 5o, stromal Lin28b was dramatically downregulated in *FSP-Cre;Lin28b*^*fl/fl*^ mice compared to that in WT mice. In an orthotopic model of PDAC, tumors were significantly smaller when grown in *FSP-‍Cre;Lin28b*^*fl/fl*^ mice compared to WT mice (Fig. 5p). In addition, Ki67-positive cell populations were substantially reduced in *FSP-Cre;Lin28b*^*fl/fl*^ mice (Fig. 5q, r), demonstrating that Lin28b-‍positive CAFs promoted PDAC growth in vivo.

### Pcsk9 secreted by CAFs promotes PDAC growth

To further investigate the mechanism by which Lin28b-positive CAFs promotes PDAC growth, we subjected CAFs-CM to three freeze-thaw cycles (−80 °C, 60 °C) or heating (100 °C, 15 min) and found that the ability to increase PDAC proliferation was abolished (Fig. 6a). In addition, CAFs-CM was filtered through 3-kDa cutoff columns and the activity of promoting tumor was retained in the >3-kDa fraction of CAFs-CM (Fig. 6b). Thus, we considered cytokines, but not metabolites, secreted by CAFs played a role in tumor growth. We next performed quantitative secretomics analysis by using CM from 15376CAFs or Lin28b-KO 15376CAFs to identify cytokines that were secreted by Lin28b-positive CAFs (Fig. 6c and Supplementary Fig. 4a, b). Among the secretion proteins which were downregulated in Lin28b-KO CAFs, five genes (Clu, Cxcl5, FN, PGRN, and Pcsk9) were predicted by TargetScan (https://www.targetscan.org) as the direct targets of Lin28b/let-‍7 (Fig. 6c). To further verify whether these genes are regulated by Lin28b/let-7 pathway, we generated a mouse Lin28b mutant plasmid which failed to suppress let-7 (Fig. 6d, e). The mutant Lin28b contains five mutations (W34A, F43A, F61A, H159A, and H181A) spread across the cold shock domain (CSD) and CysCysHisCys (CCHC) zinc-finger RNA-‍binding motifs (W36, F45, F63, H137, and H159 in human)^21^. Next, the CRISPR/Cas9-resistant wild-type Lin28b (flag-Lin28b-WT(r)) and mutant Lin28b (flag-‍Lin28b-‍MU(r)) were overexpressed in Lin28b-‍null cells and we found flag-Lin28b-WT(r), but not flag-Lin28b-MU(r), increased the levels of Clu, Cxcl5, PGRN, and Pcsk9 (Fig. 6f–j). Furthermore, PGRN and Pcsk9 levels in CAFs-CM were much higher than that in tumor-CM, therefore we focused the function of PGRN and Pcsk9 in CAFs (Fig. 6i, j). Treating of PDAC cells with recombinant protein or neutralizing antibody revealed that Pcsk9, but not PGRN, increased PDAC proliferation under glucose-limiting conditions, indicating the role of Pcsk9 in regulating tumor growth (Fig. 6k, l). To further validate the function of Pcsk9, we knocked out Pcsk9 in CAFs (Fig. 6m). Notably, Pcsk9-KO CAFs cannot rescue tumor growth in glucose-limited medium (Fig. 6n). Consistently with the in vitro data, orthotopic tumors were significantly smaller when PDAC cells were co-‍injected with Pcsk9-KO CAFs compared to that with wild-type CAFs (Fig. 6o–s). We also examined the efficacy of Pcsk9 inhibitor alirocumab in the orthotopic model and found that alirocumab resulted in significant tumor growth inhibition (Fig. 6t). Altogether, these data suggested that Pcsk9 secreted by Lin28b-positive CAFs promotes PDAC growth.

**Fig. 6:**
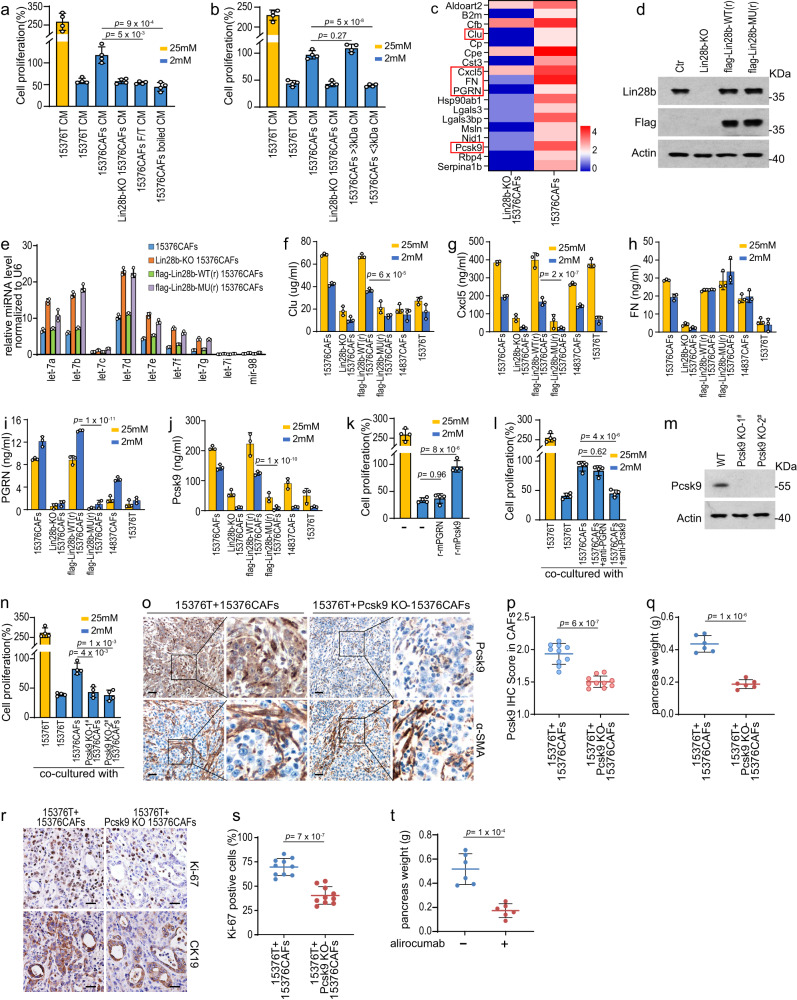
Pcsk9 secreted by CAFs promotes PDAC growth. Before the experiment started, CAFs were cultured with 15376T-‍CM for 6 days to induce Lin28b expression. CM for CAFs culture was replaced daily. **a** The ability of CAFs-CM to increase PDAC proliferation was abolished after boiling at 100 °C for 15 min as well as after three consecutive freeze (−80 °C, 10 min)-thaw (60 °C, 10 min) cycles. **b** The factor secreted by CAFs that increases PDAC proliferation was retained in the >3-kDa fraction of CAFs-CM. **c** CAFs were cultured with 15376T-‍CM for 6 days and then they were cultured with FBS-free 15376T-CM for 24 h. Then, CM from 15376CAFs or Lin28b-KO 15376CAFs were harvested for quantitative secretomics analysis. A heat map shows cytokines which are downregulated in Lin28b-KO 15376CAFs-CM. **d**, **e** CRISPR/Cas9-resistent flag-Lin28b-WT(r) and flag-Lin28b-MU(r) were overexpressed in Lin28b-KO CAFs. Western blotting was then performed to determine Lin28b protein levels (**d**). let-‍7 (let-7a, let-7b, let-7c, let-7d, let-7e, let-7f, let-7g, let-7i, mir-98) levels were measured by real-time qPCR (**e**). Representative of *n*  =  3 independent experiments (**d**). **f**–**j** The levels of Clu (**f**), Cxcl5 (**g**), FN (**h**), PGRN (**i**), and Pcsk9 (**j**) in the supernatants of indicated cells were examined by ELISA. **k** 15376T were ‍treated with 100 ng/ml recombinant PGRN (r-mPGRN) or 100 ng/ml recombinant Pcsk9 (r-‍mPcsk9) under low glucose (2 mM) for 2 days. The cells were counted to calculate the cell proliferation. **l** 15376T were co-cultured with 15376CAFs in transwell chambers, and treated with or without 1 μg/ml neutralizing antibody (anti-Pcsk9 or anti-PGRN) under low glucose (2 mM) for 2 days. The cells were counted to calculate the cell proliferation. **m**, **n** Western blotting was used to detect the knocking-out efficiency of Pcsk9 in 15376CAFs (**m**). Representative of *n*  =  2 independent experiments. 15376T were co-cultured with 15376CAFs or Pcsk9-KO 15376CAFs in transwell chambers for 2 days. The cells were counted to calculate the cell proliferation (**n**). **o**–**s** 15376T was orthotopically co-injected with 15376CAFs or Pcsk9-KO 15376CAFs into C57BL/6 J mice and the tumors were harvested after 1 week (*n* = 6 mice). IHC was performed with Pcsk9 and α-SMA antibodies (**o**) and Pcsk9 IHC scores in CAFs were plotted (*n* = 10 views per group) (**p**). The pancreas was weighed (**q**) and analyzed by Ki-67 and CK19 IHC staining (**r**). The proportion of ki67-positive (**s**) cell was shown (*n* = 10 views per group). Scale bar: 30 μM. (**t**) 15376T were orthotopically injected into C57BL/6 J mice. About 200 μg anti-Pcsk9 monoclonal antibodies (alirocumab) were intraperitoneally injected on days 3, 5, 8, and 11. After 2 weeks, the pancreas was weighed (*n*  =  6 mice). Three biologically independent experiments were performed (**e**, **f**–**j**, **t**). Four biologically independent experiments were performed (**a**, **b**, **k**, **l**). Data are shown as mean ± s.d. *P*-values were determined by one-way ANOVA with Tukey’s multiple comparison test (**a**, **b**, **e**–**l**, **n**) or two-tailed unpaired Student’s t-tests (**p**, **q**, **s**, **t**).

### Pcsk9 is a direct target of Lin28b/let-7

We next sought to determine whether Pcsk9 is the direct target of Lin28b/let-7. Pcsk9 levels in Lin28b-expressing CAFs-CM or Fzd4-positive CAFs-CM were much higher than that in CM of CAFs not expressing Lin28b or Fzd4-negative CAFs (Fig. 7a–h). We found that flag-Lin28b-WT(r), but not flag-Lin28b-MU(r), increased Pcsk9 protein level which was suppressed by Lin28b knocking-out (Fig. 7i). In addition, Pcsk9 was decreased by let-7a agomir and increased by let-7 sponge, indicating that Pcsk9 was able to be regulated by Lin28b/let-7 pathway (Fig. 7j). Then, dual-luciferase reporter assay showed that let-7a agomir suppressed the luciferase driven by Pcsk9 mRNA wild-type 3′-UTR, but did not affect the luciferase driven by mutant 3′-UTR (Fig. 7k, l), suggesting that Pcsk9 was a direct target of let-7a miRNAs. miRNAs regulate gene expression predominantly by promoting mRNA degradation or inhibiting protein translation^9,10^. To further explore whether Lin28b/let-7 impacts mRNA stability of Pcsk9, we used actinomycin D to block transcription and then detected mRNA levels. *Pcsk9* mRNA decay was not affected by Lin28b knocking-out, suggesting that Lin28b/let-7 didn’t regulate *Pcsk9* mRNA degradation (Fig. 7m, n). Thus, we investigated whether Lin28b/let-7 affects Pcsk9 protein level via regulation of translation. Notably, Lin28b depletion reduced the presence of *Pcsk9* mRNA in the polysome fraction but increased in non-translating ribosome fractions (Fig. 7o). Furthermore, flag-Lin28b-WT(r) but not flag-Lin28b-MU(r) induced *Pcsk9* mRNA shifting toward heavier polysome fractions (Fig. 7p). These results implied that Lin28b/let-7 regulated translation of Pcsk9 rather than mRNA stability. In addition, IHC staining showed that Pcsk9 expression was substantially reduced in *FSP-‍Cre;Lin28b*^*fl/fl*^ mice compared to wild-type mice, demonstrating that Lin28b regulated Pcsk9 expression in CAFs in vivo (Fig. 7q, r). Taken together, our findings confirmed Pcsk9 was a direct target of Lin28b/let-7 in CAFs.

**Fig. 7:**
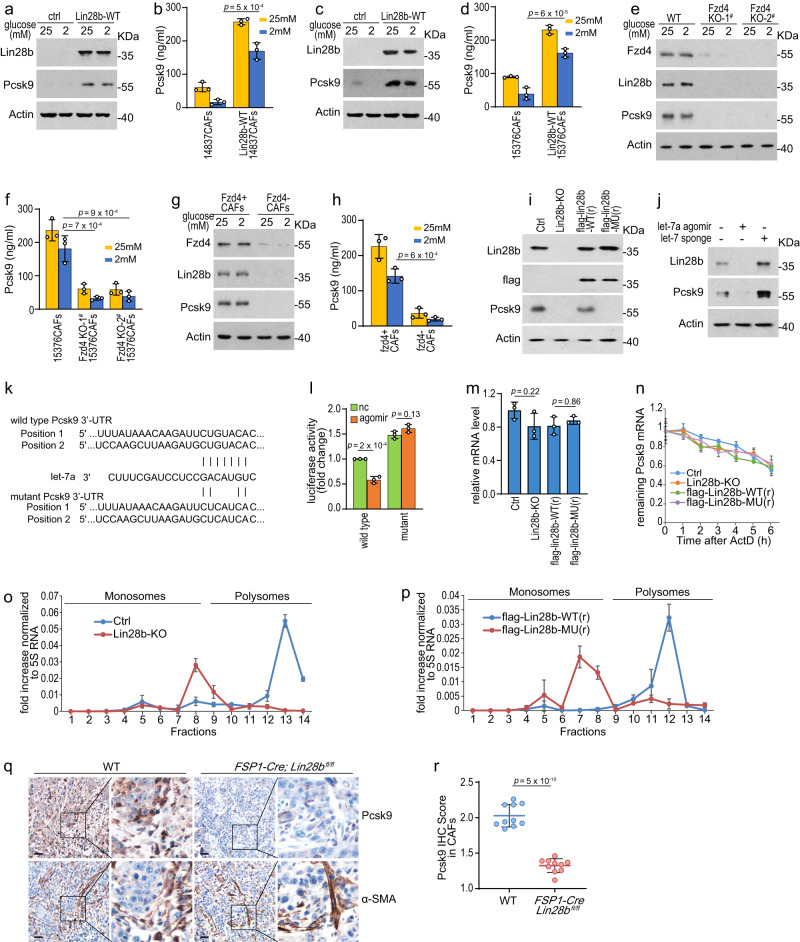
Pcsk9 is a direct target of Lin28b/let-7. Before the experiment started, CAFs were cultured with 15376T-‍CM for 6 days to induce Lin28b expression. CM for CAFs culture was replaced daily (**d**–**j**, **m**–**p**). **a**–**d** 14837CAFs (**a**, **b**), Lin28b-WT-expressing 14837CAFs (**a**, **b**), 15376CAFs (**c**, **d**), and Lin28b-WT-expressing 15376CAFs (**c**, **d**) were ‍cultured under high glucose (25 mM) or low glucose (2 mM). The levels of Lin28b and Pcsk9 were measured by western blotting (**a**, **c**). The levels of Pcsk9 in the supernatants were examined by ELISA (**b**, **d**). Representative of *n*  =  3 independent experiments (**a**, **c**). **e**, **f** 15376CAFs and Fzd4-KO 15376CAFs were ‍cultured under high glucose (25 mM) or low glucose (2 mM). The levels of Fzd4, Lin28b, and Pcsk9 were measured by western blotting (**e**). The levels of Pcsk9 in the supernatants were examined by ELISA (**f**). Representative of *n*  =  3 independent experiments (**e**). **g**, **h** Fzd4^+^ CAFs and Fzd4^-^ CAFs were ‍cultured under high glucose (25 mM) or low glucose (2 mM). the levels of Fzd4, Lin28b, and Pcsk9 were measured by western blotting (**g**). The levels of Pcsk9 in the supernatants were examined by ELISA (**h**). Representative of *n*  =  3 independent experiments (**g**). **i** The levels of Pcsk9 in 15376CAFs, Lin28b-KO 15376CAFs, flag-Lin28b-WT(r)-expressing 15376CAFs and flag-Lin28b-MU(r)-expressing 15376CAFs were measured by western blotting. Representative of *n*  =  3 independent experiments. **j** 15376CAFs were transfected with let-7a agomir or let-7 sponge vector. The protein levels of Lin28b and Pcsk9 were measured by western blotting. Representative of *n*  =  3 independent experiments. **k**, **l** Sequence alignment of the putative let-7a binding sites, and sketch of the construction of wild-type or mutant Pcsk9 3’UTR (**k**). The relative luciferase activity was analyzed after the pmir-‍GLO-Pcsk9 3’UTR (wild-type or mutant) vectors were co-transfected into 293T cells with let-‍7a agomir or agomir nc (**l**). *P*-value by one-way ANOVA with Tukey’s multiple comparison test. **m**, **n** The mRNA expression level (**m**) and mRNA stability (**n**) of Pcsk9 in 15376CAFs, Lin28b-KO 15376CAFs, flag-Lin28b-WT(r)-expressing 15376CAFs and flag-Lin28b-MU(r)-expressing 15376CAFs were measured by real-time qPCR. **o**, **p** 15376CAFs (**o**), Lin28b-KO 15376CAFs (**o**), flag-Lin28b-WT(r)-expressing 15376CAFs (**p**), and flag-Lin28b-MU(r)-expressing 15376CAFs (**p**) were collected and polysomes were fractionated on sucrose density gradients. Amount of Pcsk9 mRNA in various polysome fractions was analyzed by RT-PCR and normalized to 5S rRNA level. **q**, **r** 15376T cells were orthotopically injected into WT and *FSP-Cre;Lin28b*^*fl/fl*^ mice. After 2 weeks, the tumors were analyzed by Pcsk9 and α-SMA IHC staining. Representative images are shown. Scale bar: 30 μM (**q**). Pcsk9 IHC scores in CAFs were plotted (*n* = 10 views per group). Data are shown as mean±s.d. **r** Three biologically independent experiments were performed (**b**, **d**, **f**, **h**, **l**–**p**). Data are shown as mean ± s.d. *P*-value were determined by one-way ANOVA with Tukey’s multiple comparison test (**b**, **d**, **f**, **h**, **l**–**p**) or two-tailed unpaired Student’s t-tests (**r**).

## Discussion

Here in our study, we found that a positive feedback loop between Wnt5a and Lin28b in pancreatic cancer cells (Fig. 8). Our data indicated that Wnt5a can serve as a signal transducer between tumor epithelium and CAFs. Wnt5a has been reported to be implicated in the pathogenesis of PDAC^22^. Importantly, Wnt5a expression is significantly elevated in the squamous subtype of PDAC^23^ which exhibits the worst prognosis compared with the other subtypes^24–26^. To further study the role of Lin28b-Wnt5a axis in advanced human PDAC, we analyzed the expression profiles of the distinct molecular subtypes of human PDAC from proteogenomic analysis of 140 pancreatic cancers^27,28^ and found that tumors of the squamous subtype exhibited elevated expression of Lin28b (Supplementary Fig. 5a). Moreover, expression of the Lin28b and Wnt5a were correlated with that of the squamous subtype signature (Supplementary Fig. 5b, c and Supplementary Data file 1), underscoring the association between Lin28b-Wnt5a axis and squamous subtype tumors.

**Fig. 8:**
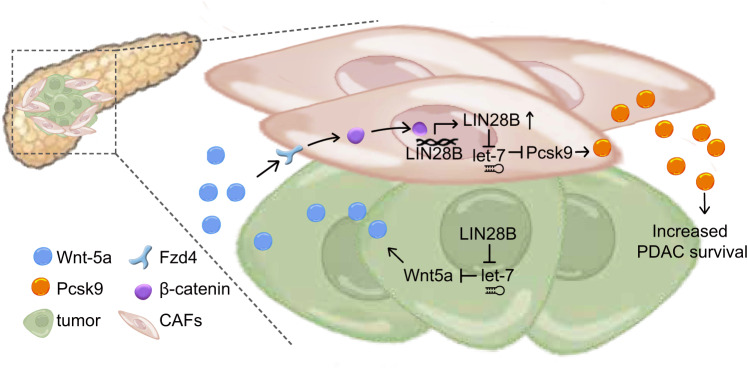
Positive feedback loop between Wnt5a and Lin28b in PDAC. Model of positive feedback loop between Wnt5a and Lin28b in PDAC. Tumor-‍secreted Wnt5a activates Wnt–β-catenin signaling pathway, inducing Lin28b expression in CAFs. Up-regulation of Lin28b in CAFs increases PDAC survival though promoting pcsk9 secretion.

Lin28b/let-7 pathway plays important roles in modulating mRNA stability and translational efficacy^9,10^. Previous studies showed that Lin28b stabilized Wnt5a mRNA in VSMCs (vascular smooth muscle cells) and Wnt5a/β-‍catenin was the positive regulator of Lin28b expression in PGCs (primordial germ cell)^29,30^. Here we used wild-type/mutant Lin28b plasmids and found that flag-Lin28b-WT(r), but not flag-Lin28b-MU(r), increased Wnt5a protein level which was suppressed by Lin28b knocking-out (Supplementary Fig. 6a). The rescue experiment proved that Wnt5a is a reliable target of Lin28b. In addition, Wnt5a was increased by let-7 sponge, indicating that Wnt5a was able to be regulated by Lin28b/let-7 pathway (Supplementary Fig. 6b). Moreover we also observed that Lin28b/let-7 pathway is able to regulate *Wnt5a* mRNA stability in PDACs (Supplementary Fig. 6c). What’s more, Wnt5a secreted by tumor epithelium could also upregulate Lin28b in surrounding CAFs even in response to low glucose concentration (Supplementary Fig. 6d). In this way, CAFs could express high level of Lin28b which was supposed to express in embryonic stem cells and tumor cells only^15^. Furthermore, the role of Lin28b in CAFs was investigated by using orthotopic model in *FSP-Cre;Lin28b*^*fl/fl*^ mice. Although previous studies mainly focused on the Lin28b’s function in tumors, the in vivo data from our study suggested that Lin28b could promote tumor growth in both cell-autonomous and non-cell-autonomous ways (Fig. 5o–r). We have used several human cell lines and found PANC-1 and PANC03.27 which expressed high level of LIN28B do dependency on LIN28B’s function as reported before (Supplementary Fig. 7a, b). But we also observed the non-cell autonomous in the orthotopic mouse model which was generated in *FSP-Cre;Lin28b*^*fl/fl*^ mice. The discrepancy between the findings in our study and previous reports may result from different tumor model we used. We also noticed that, although Lin28b did not affect proliferation of CAFs, Lin28b expression status is associated with secretion of cytokines by CAFs, such as C-X-C motif chemokine 5 (CXCL5) (Fig. 6c and Supplementary Fig. 3d, e). Since these cytokines are highly related with immunosuppression, we hypothesize that Lin28b-positive CAFs might also contribute to the immune-microenvironment in PDAC, which will be focused on in our further exploration.

Lin28b can be expressed in a variety of CAFs including aSMA^+^ myofibroblasts and FAP^+^ myofibroblasts which support tumor growth (Fig. 1i, j). Although previous study showed that aSMA^+^ myofibroblasts restrain the tumor, but most of these myCAF are functional in inhibiting the metastasis of PDAC, as to tumor growth, it is still controversial. We cannot exclude the possibility that some subtype of aSMA^+^ myofibroblasts might have the ability to promote tumor growth. For example, sc-RNAseq showed that several clusters of LRRC15^+^ myofibroblasts which promote tumor growth also highly expressed aSMA^31^. Also, previous studies indicate that some subpopulation of myofibroblasts promotes the development and metastasis of PDAC^32,33^.

Previous study showed that Lin28b could be induced by the loss of SIRT6^12^. We also found that SIRT6 expression level is negatively correlated with Lin28b in both human PDAC and murine PDAC (Supplementary Fig. 8a–d). Knocking-out Sirt6 did not induce Lin28b expression in 14837T cells even in the presence of 15376T conditioned medium or recombinant-Wnt5a treatment (Supplementary Fig. 8e). However, we found that Sirt6 loss in CAFs could induce Lin28b expression (Supplementary Fig. 8f). Since our data indicated that Wnt5a-Fzd4 pathway is essential for activation of Lin28b (Fig. 4c–f), we then tested the protein level of Fzd4 in 14837T and 14837CAFs and found Fzd4 which could be expressed in 14837CAFs but not 14837T (Supplementary Fig. 8e, f). Moreover, consistent with previous study^34^, we found that Fzd4 expression was also induced by loss of SIRT6 (Supplementary Fig. 8e, f), suggesting that Fzd4-mediated SIRT6-induced Lin28b expression in CAFs.

CM from Lin28b^high^ or Lin28b^low^ tumors did not affect the survival and subtype switch of CAFs (Supplementary Fig. 9a–c and Supplementary Data file 2). In addition, although Lin28b depletion in CAFs did not affect tumor desmoplasia (Supplementary Fig. 9d, e), its expression is correlated with several cytokines secretion (Fig. 6c). Among these cytokines, we found that PCSK9 is essential for the growth-promoting effect of Lin28b-positive CAFs under low-glucose treatment. In addition, PCSK9 3’-UTR was identified as a direct target of Lin28b/let-7 (Fig. 7k, l). PCSK9 is closely associated with incidence and progression of several cancers^35^. It plays a central role in cholesterol homeostasis by increasing the levels of circulating low-density lipoprotein (LDL)-cholesterol (LDL-‍C)^36^. As a consequence, the increased plasma LDL-C levels could cause hypercholesterolemia that is associated with tumor cell growth^37^. It has been reported that LDL-C could potentiate colon cancer cell resistance to glucose-deprivation^38^. In our study, we found that recombinant Pcsk9 protein could decrease the protein level of Ldlr (Supplementary Fig. 10a). In addition, increase LDL-C level was able to sustain the PDAC survival in vitro in response to low-glucose treatment (Supplementary Fig. 10b). Overexpression of Ldlr diminished the effect of r-Pcsk9 protein on cell viability (Supplementary Fig. 10c, d). Moreover, PCSK9 inhibitor alirocumab blocked r-Pcsk9’s effect on tumor growth (Supplementary Fig. 10e), suggesting that Pcsk9 promotes tumor dependent on its binding with Ldlr. Recent studies uncovered more biological functions of PCSK9, including vascular inflammation, viral infections, or immune checkpoint modulation in cancer^36,39^. So, we cannot exclude the possibility that PCSK9 might promote tumor growth by other pathways besides inducing LDL-‍C. Currently, there are multiple therapeutic approaches targeting PCSK9 which have been evaluated, including monoclonal antibodies (mAbs), peptidic inhibitor, antisense oligonucleotides (ASOs), genome editing technique with CRISPR-CAS9, PCSK9-‍vaccine and small molecule inhibitors of PCSK9^35^. Our findings may implicate PCSK9 inhibition as a means for pancreatic cancer treatment.

## Methods

### Ethics approval and consent to participate

Mice (male/female) received standard chow diet freely and were housed in conditions of 12:12 h dark:light cycle, 22 ± 1 °C ambient temperature, and 50 ± 10% humidity at Peking University Health Science Center animal facility. All animal experiments were performed in accordance with a protocol approved by the Department of Laboratory Animal Science of Peking University Health Science Center and supervised by the institutional review board of Peking University.

Human PDAC cell line (hPDAC), CAFs (hCAFs), and human TMA samples were collected from PDAC patients (male/female) aged 34–82 years diagnosed with PDAC at the Department of Pancreatic Surgery, Huashan Hospital. All manipulations about human patient samples were approved by the Research Ethics Committee of Huashan Hospital, Fudan University. All patients provided written informed consent before enrollment and have consented to the data reporting provided in Supplementary Data file 3.

### Transgenic mice cell lines

Primary mouse PDAC lines 14837T, 14838T, and 15376T were isolated as described^40^ from genetically engineered C57BL/6 mice (*TetO_Lox-‍Stop-‍Lox-‍Kras*^*G12D*^ (*tetO_LKras*^*G12D*^), *ROSA26-‍LSL-‍rtTA-‍IRES-‍GFP* (*ROSA_rtTA*), *p48-‍Cre*, and Trp53^L*/+*^)^41^, and maintained in DMEM medium containing 10% FBS, 1% penicillin/streptomycin, and 1 μg/mL doxycycline.

### Mouse models

Mice (male/female) for fibroblast deletion of Lin28b were generated by breeding *Lin28b*^*fl/fl*^ mice (Cyagen Biosciences, Suzhou, China) with *FSP-Cre* mice (Model Organisms Centre, Shanghai, China). All genotyping was done by PCR. Male or female mice were randomly selected in all animal experiments.

### Cell culture

The human pancreatic cancer cell lines PANC-1, PANC03.27, ASPC-1, Mia PaCa-2, PaTu8988T, and PaTu8988S were grown in DMEM with 10% FBS and 1% penicillin/streptomycin in a 37 °C incubator with a humidified, 5% CO_2_ atmosphere. The human pancreatic cancer cell lines were purchased from American Type Culture Collection (ATCC).

The mCAFs were generated from C57BL/6J mice harboring mouse PDAC. These animals were pre-‍treated with a doxycycline diet and kept on a doxycycline regimen for the duration of the experiment, and were injected with 10^5^ 14837T, 14838T, or 15376T cells into the pancreas. Pancreatic tumors were resected at 2 weeks, mechanically minced and digested in collagenase and dispase. Cells were plated in cell culture dishes in DMEM with 10% FBS in the absence of doxycycline to limit the growth of iKRAS murine PDAC cells. The mCAFs were immortalized by infection with SV40 (Addgene, plasmid no. 22298) retroviruses.

The hCAFs were prepared by the outgrowth method. Fresh tissue was obtained from residual pancreatic adenocarcinoma specimens of patients undergoing primary surgical resection. It was digested in collagenase and dispase and mechanically minced. Primary human pancreatic CAFs were isolated by differential trypsinization and immortalized by infection with SV40 (Addgene, plasmid no. 22298) retroviruses. Cells were kept in DMEM supplemented with 10% FBS.

CAFs were verified by measuring α-SMA expression.

### Direct contact co-culture and FACS

Primary mouse PDAC cells were direct co-cultured with CAFs (1:1) for 6 days. Primary mouse PDAC cells from genetically engineered mice expressed green fluorescence, while CAFs from WT mice did not. Thus, PDAC cells and CAFs could be directly selected by flow cytometric cell sorting (FACS). Before cell sorting, PDAC cells and CAFs were resuspended in PBS containing 1% FBS. FACS was performed on single-cell suspensions using flow cytometer (BD Influx). The purity of the sorted populations was verified by flow cytometry.

### Flow cytometry and sorting of KPC CAFs

High-resolution ultrasound imaging was used to identify a dominant mass that met enrollment criteria. For sorting of Fzd4^+^ CAFs and Fzd4^-^ CAFs, tumor tissues from KPC (*Kras*^LSL-‍G12D/+^; *Trp53*^R172H/+^; *Pdx1*-‍Cre) mice were minced and enzymatically digested in PBS supplemented with 5% FBS, 1 mg/ml Type VIII Collagenase (Sigma, #C2139), 2 mg/ml Dispase II (Sigma, #4942078001), 1 mg/ml Trypsin Inhibitor (Sigma, #T6522) and 1 unit/ml DNase I (NEB, # M0303S) for 45 min at 37 °C with agitation. Cell digestion of both tumor and adjacent normal samples were strained through 100 μm cell strainer and resuspended in PBS supplemented with 0.5% FBS. Cells were stained with anti-Fzd4 (R&D Systems, #MAB194), and rabbit anti-rat IgG-PE (Solarbio, #K0032R-PE) was used as the secondary antibody. Cells were subsequently stained with anti-CD45-AlexaFluor 647 (BioLegend, #103124), anti-CD326 (Ep-CAM)-AlexaFluor 488 (BioLegend, #118212), anti-CD31-AlexaFluor 647 (BioLegend, #102416) and anti-PDPN-APC/Cy7 (BioLegend, #127418). Cells were sorted on the FACSAria^TM^ II cell sorter (BD) for CD45/CD31/EpCAM^-^ PDPN^+^ Fzd4^+^ and CD45/CD31/EpCAM^-^ PDPN^+^ Fzd4^-^ cell populations.

### Indirect co-culture experiments (Transwell)

Co-culture experiments were performed by seeding CAFs cells (1 × 10^5^) in the lower chamber and PDAC cells (1 × 10^5^) in the upper chamber of a 6-well transwell apparatus with 0.4 μm pore size (Corning Incorporated, NY, USA). The co-cultured cells were passaged once they grew to 90% of confluence.

### Conditioned medium (CM)

Conditioned medium (CM) was generated by adding fresh medium to cells at >50% confluence and was collected after 2 days of culture. For Lin28b induction experiments, CM and reagents for CAFs culture was replaced daily. For size cut-off experiments CM was filtered through 3-kDa cutoff columns (EMD Millipore, UFC900308). Concentrated (>3 kDa) medium was resuspended in a DMEM volume matching the initial medium volume. Boiled medium experiments were performed by heating CM at 100 °C for 15 min followed by filtration at 0.45 μm to remove precipitate. Freeze-‍thaw medium was treated by 3 consecutive cycles of 15 min at −80 °C followed by 15 min at 60 °C and then filtered to remove precipitate.

### Cell number

Cells were plated in complete medium at 50% confluency. Once the cells were attached, medium was replaced with starvation medium or CM. Two days later, cells were trypsinized, re-‍suspended in their own medium, diluted in trypan blue (Thermo-scientific 15250061) and counted using a hemocytometer.

### Xenografts

1 × 10^5^ PDAC cells alone or mixed with CAFs at a ratio of 1:3 were implanted into the pancreas of 6-weeks-old C57BL/6J mice (male/female). Briefly, an incision was made on the flank, above the spleen. The spleen was identified and gently pulled out through the incision to expose the pancreas. Then 20 μl of cell suspension was injected into the tail of the pancreas. The spleen and pancreas were carefully reintroduced into the animal and the peritoneum sutured. Mice were fed with doxy water (doxycycline 2 g/l in sucrose 20 g/l). Two weeks after inoculation, tumors were resected and weighed. Maximal tumor burden (10% of body weight) and maximal tumor size (2.0 cm) allowed by the ethics committee were not exceeded.

### Antibodies and reagents

The antibodies used were anti-Lin28B (Abcam, #ab191881, 1:1000; abcepta, #AP1485C, 1:1000), anti-actin (Santa Cruz, #sc-7210, 1:1000), anti-Wnt5a (Abcam, #ab229200, 1:500; R&D, #MAB645, 1:200), anti-Wnt10a (ABclonal, #A15602, 1:1000; biodragon, #BD-PNO283, 1:1000), anti-β-catenin (Abcam, #ab32572, 1:10,000), anti-Pcsk9 (Abcam, #ab185194, 1:1000), anti-PGRN (Abcam, #ab187070, 1:1000), and anti-‍Ldlr (Abcam, #ab52818, 1:500) for WB; anti-Ki67 (Abcam, #ab16667, 0.03 μg/ml), anti-α-SMA (Gene Tech, #GM085129, 1:100), anti-CK19 (Proteintech, #10712-1-AP, 0.5 μg/ml), anti-Lin28B (Abcam, #ab191881, 1:50; abcepta, #AP1485C, 1:50) and anti-Pcsk9 (Abcam, #ab185194, 1:100) for IF and IHC; anti-Fzd4 (R&D Systems, #MAB194, 1:100), rabbit anti-rat IgG-PE (Solarbio, #K0032R-PE, 1:100), anti-CD45-AlexaFluor 647 (BioLegend, #103124, 1:200), anti-CD326 (Ep-‍CAM)-‍AlexaFluor 488 (BioLegend, #118212, 1:25), anti-CD31-AlexaFluor 647 (BioLegend, #102416, 1:200) and anti-PDPN-APC/Cy7 (BioLegend, #127418, 1:200) for FACS. Recombinant protein of Wnt5a (#APP549Mu01) was purchased from Cloud-Clone. Recombinant protein of Pcsk9 (#50251-M08H) and PGRN (#50396-M08H) was purchased from SinoBiological. Doxycycline (#S5159) was purchased from Selleck. Actinomycin D (#HY-17559) and alirocumab (#HY-P9928A) were purchased from MedChemExpress (MCE). Type VIII Collagenase (#C2139) was purchased from Sigma. Dispase II (#4942078001) was purchased from Sigma. Trypsin Inhibitor (#T6522) was purchased from Sigma. DNase I (# M0303S) was purchased from NEB.

### Gene expression analysis by real-time PCR (qPCR)

Total RNA was extracted with the TRIzol (Applygen) as described by the manufacturer. For cDNA synthesis, 1 µg of total RNA was reverse-transcribed using the 1st Strand cDNA Synthesis Kit (gDNA digester plus) (Yeasen). Real-time PCR was run in duplicate using Taq Pro Universal SYBR qPCR Master Mix (Vazyme), following the manufacturer’s instructions. Relative gene expression was determined by real-time PCR using an Applied Biosystems 7500 Real-Time PCR System (Applied Biosystems, CA, USA) according to the manufacturer’s recommended protocol. Each analysis was performed in triplicate. Sequences for qPCR primers are as follows: actin(mouse): ctaaggccaaccgtgaaaag, accagaggcatacagggaca; actin(human): ccaaccgcgagaagatga, ccagaggcgtacagggatag; 5sRNA: ggccataccaccctgaacgc, cagcacccggtattcccagg; Lin28b(mouse): gccttgagtcaatacgggtaac, agggtcttccctttaggtcttc; LIN28B(human): catctccatgataaaccgagagg, gttacccgtattgactcaaggc; Wnt5a(mouse): caactggcaggactttctcaa, catctccgatgccggaact; WNT5A(human): tcgactatggctaccgctttg, cactctcgtaggagcccttg; Wnt10a(mouse): gctcaacgccaacacagtg, cgaaaacctcggctgaagatg; Fzd4(mouse): tgccagaacctcggctaca, atgagcggcgtgaaagttgt; FZD4(human): gtctttcagtcaagagacgctg, gttgtggtcgttctgtggtg; Pcsk9(mouse): gagacccagaggctacagatt, aatgtactccacatggggcaa; Clec3b(mouse): ccttcacccaaccgaagacc, tcgttctctagctctgactgc; Gsn(mouse): atggctccgtaccgctctt, gcctcagacacccgacttt; ptx3(mouse): cctgcgatcctgctttgtg, ggtgggatgaagtccattgtc; Ly6c1(mouse): gcagtgctacgagtgctatgg, actgacgggtctttagtttcctt; Efemp1(mouse): gcgctggtcaagtcacagta, aagcatctgggacaatgtcac; Ly6a(mouse): aggaggcagcagttattgtgg, cgttgaccttagtacccagga; Figf(mouse): ttgagcgatcatcccggtc, gcgtgagtccatactggcaag; Tnfaip6(mouse): gggattcaagaacgggatcttt, tcaaattcacatacggccttgg; Ifi27l2a(mouse): gcttgttgggaaccctgtttg, ggatggcatttgttgatgtggag; Dpt(mouse): tggatgggtgaatcttaaccgc, tcagagccttccttcttgcta; Adm(mouse): caccctgatgttattgggttca, ttagcgcccacttattccact; Plpp3(mouse): tcgtccctgagagtaagaacg, tgcttgtctcgatgatgaggaa; Tnxb(mouse): tccgtgtagactcagcaaagg, ccccacgataagagacagcg; Cxcl12(mouse): tgcatcagtgacggtaaacca, ttcttcagccgtgcaacaatc; Gstm1(mouse): atactgggatactggaacgtcc, agtcagggttgtaacagagcat; C4b(mouse): acttcagcagcttagtcaggg, gtcctttgtttcaggggacag; Ogn(mouse): accataacgacctggaatctgt, aacgagtgtcattagccttgc; C3(mouse): ccagctccccattagctctg, gcacttgcctctttaggaagtc; Pcolce2(mouse): tgtggcggcattcttaccg, ccctcaggaactgtgattttcca; Cxcl1(mouse): ctgggattcacctcaagaacatc, cagggtcaaggcaagcctc; Col14a1(mouse): tttggcggctgcttgtttc, cgcttttgttgcagtgttctg; Svep1(mouse): actaggcttacctgtcaaggaa, ggtggagaaatgatgacgcc; Adamts5(mouse): ggagcgaggccatttacaac, cgtagacaaggtagcccacttt; Hp(mouse): gctatgtggagcacttggttc, cacccattgcttctcgtcgtt; Has1(mouse): ggcgagcactcacgatcatc, aggagtccatagcgatctgaag; Scara3(mouse): tgacagggatgtactgtgtgt, tgcaaagataggttcttctggc; Ifi205(mouse): aagatcaaggcatctgggaaag, cctctgggaatgttctggttc; Dpep1(mouse): gcacaacgacttgccttgg, atgcggtgtatcacatccatc; Sfrp4(mouse): agaaggtccatacagtgggaag, gttactgcgactggtgcga; Prss23(mouse): ggtgagtccctacaccgttc, ggcgtcgaagtctgccttag; Ackr3(mouse): agcctggcaactactctgaca, gaagcacgttcttgttaggca; Htra3(mouse): gtaagctccaccaggaatcaaa, gccagagggttgtgtgaacta; Apoe(mouse): ctgacaggatgcctagccg, cgcaggtaatcccagaagc; Ccl7(mouse): gctgctttcagcatccaagtg, ccagggacaccgactactg; Il6(mouse): tagtccttcctaccccaatttcc, ttggtccttagccactccttc; Sfrp2(mouse): cgtgggctcttcctcttcg, atgttctggtactcgatgccg; Pla1a(mouse): ggttgtggggaccacttttatg, caccttgaggttggtgcct; Scara5(mouse): tgggaagctaggggctacg, cggcaacattcagctctctct; Sned1(mouse): atacagtgcgtgatctgatgc, ggtgatgatgtagaggtgtgc; Spp1(mouse): agcaagaaactcttccaagcaa, gtgagattcgtcagattcatccg; Serpine2(mouse): cacatgggatcgcgtccatc, cagcactttaccaactccgttta; Cxcl14(mouse): gaagatggttatcgtcaccacc, cgttccaggcattgtaccact; Crlf1(mouse): ctccctgcaagctacctgc, agggtggaggtgttaaggagg; Igfbp3(mouse): ccaggaaacatcagtgagtcc, ggatggaacttggaatcggtca; Acta2(mouse): gtcccagacatcagggagtaa, tcggatacttcagcgtcagga; Tagln(mouse): caacaagggtccatcctacgg, atctgggcggcctacatca; Thy1(mouse): tgctctcagtcttgcaggtg, tggatggagttatccttggtgtt; Col8a1(mouse): actctgtcagactcattcaggc, caaaggcatgtgagggacttg; Cthrc1(mouse): cagttgtccgcaccgatca, ggtccttgtagacacattccatt; Sfrp1(mouse): caacgtgggctacaagaagat, ggccagtagaagccgaagaac; Tnc(mouse): acggctaccacagaagctg, atggctgttgttgctatggca; Sparcl1(mouse): ggcaatcccgacaagtacaag, tggttttctatgtctgctgtagc; Col15a1(mouse): cccagggaagaatggagaagt, ccagagccttcaatctcaaatcc; Col12a1(mouse): aagttgacccaccttccgac, ggtccactgttattctgtaaccc; Tgfb1(mouse): ctcccgtggcttctagtgc, gccttagtttggacaggatctg; Col1a1(mouse): gctcctcttaggggccact, ccacgtctcaccattgggg; Sdc1(mouse): ctttgtcacggcagacacctt, gacagaggtaaaagcagtctcg; Cilp(mouse): atggcagcaatcaagacttgg, aggctggactcttctcactga; H19(mouse): gaacagaagcattctaggctgg, ttctaagtgaattacggtgggtg; Thbs2(mouse): ctgggcatagggccaagag, gcttgacaatcctgttgagatca.

For microRNA, it was extracted with MiPure Cell/Tissue miRNA Kit (Vazyme, China) and reverse transcribed into cDNA using miRNA 1st Strand cDNA Synthesis Kit (by stem-loop) (Vazyme, China), according to the manufacturer’s instructions. Real-time PCR was run in duplicate using miRNA Universal SYBR qPCR Master Mix (Vazyme). Sequences for stem-loop primers and qPCR primers are designed according to the kit instructions.

### Genomic DNA isolation and genotype identification

genomic DNA of tumors and CAFs were extracted with TIANamp Genomic DNA Kit (TIANGEN, #DP304-02) as described by the manufacturer. The target regions of DNA were PCR amplified and separated by 2% agarose gel electrophoresis. Sequences for PCR primers are as follows: tetO_LKras^G12D^ (about 600 bp): atgactgagtataaacttgtggtgg, tcacataactgtacaccttgtccttgac; internal control (about 300 bp): caatggtaggctcactctgggagatgata, aacacacactggcaggactggctagg; p48-‍Cre (about 400 bp): cctggaaaatgcttctgtccg, cagggtgttataagcaatccc.

### Western Blotting

Cells were harvested and then lysed in lysis buffer (1% NP-40, 150 mM NaCl, 50 mM Tris, pH 7.5, 5 mM EDTA, 0.05% SDS and 1% EDTA-free protease and phosphatase inhibitor cocktails; Roche Applied Science) on ice for 25 min. After centrifugation at 12,000 × *g*. and 4 °C for 15 min, the protein concentration was measured with Coomassie brilliant blue (CBB). Equal amounts of proteins (20–40 μg) were size fractionated by 6–15% SDS–polyacrylamide gel electrophoresis. After transfer to nitrocellulose membranes, the membranes were blocked with milk at room temperature for 1 h and incubated with primary antibody at 4 °C overnight, and the secondary antibody at 4 °C for 1 h. Protein bands were analyzed using Image-Pro Plus 6.0 (Media Cybernetics Inc.). In this work, the target proteins were normalized to actin.

### ELISA

Cells were cultured in DMEM with 10% FBS until 80% of confluency, then washed with PBS and cultured in fresh serum-free media. Supernatants were harvested 24 h later and used for subsequent ELISA assay. The mouse Wnt5a ELISA kits (#MM-45764M2), human WNT5A ELISA kits (#MM-50715H2), mouse Clu ELISA kits (#MM-0923M2), mouse Ccl2 ELISA kits (#MM-‍0723M2), mouse Cxcl1 ELISA kits (#MM-43835M2), mouse Cxcl5 ELISA kits (#MM-‍0499M2) were purchased from MEIMIAN; the mouse Wnt10a ELISA kits (#AE6516A), human WNT10A ELISA kits (#AE6515A), mouse FN ELISA kits (#ER12667), mouse PGRN ELISA kits (#ER12449), mouse Pcsk9 ELISA kits (#ER11249) was purchased from Zancheng Technology. All experiments were performed according to the manufacturer’s instructions.

### Generation of CRISPR/Cas9 KO cell lines

The Cas9 knockout cell lines were generated using CRISPR-Cas9 methods. We used the lentiCRISPRv2 puro vector purchased from Addgene (#98290). The sgRNA was designed by online software (http://crispr.mit.edu). pMDLg/pRRE (#12251), pRSV-REV (#12253), and pCMV-VSV-G (#8454) vectors were used together with lentiCRISPRv2 to generate lentiviruses. These plasmids were transfected into 293T cells and after 2 days the virus-containing supernatant of these cultures was collected and concentrated. Cells were infected with the lentiviruses supplemented with 4 μg/ml Polybrene. The puromycin selection (2.5 μg/mL) started 2 days after the infection and was continued for a week to generate stable cell pools. The sgRNA sequences are as follows: Lin28b-‍1#(mouse): sense: CACCGCATCTCCATGATAAGTCGAG; antisense: AAACCTCGACTTATCATGGAGATGC; Lin28b-2#(mouse): sense: CACCGATACGGGTAACAGGCCCAGG; antisense: AAACCCTGGGCCTGTTACCCGTATC; LIN28B-‍1#(human): sense: CACCGACATCGACTGGAATATCCAA; antisense: AAACTTGGATATTCCAGTCGATGTC; LIN28B-‍2#(human): sense: CACCGATTCCTCCTCTGCCGGCTC; antisense: AAACGAGCCGGCAGAGGAGGAATC; Wnt5a-1#(mouse): sense: CACCGTGGAATATTAAGCCCGGGAG; antisense: AAACCTCCCGGGCTTAATATTCCAC; Wnt5a-‍2#(mouse): sense: CACCGACCAGTTCCGGCATCGGAGA; antisense: AAACTCTCCGATGCCGGAACTGGTC; WNT5A-‍1#(human): sense: CACCGAGTATCAATTCCGACATCGA; antisense: AAACTCGATGTCGGAATTGATACTC; WNT5A-‍2#(human): sense: CACCGATCGGAGAAGGCGCGAAGAC; antisense: AAACGTCTTCGCGCCTTCTCCGATC; Wnt10a-‍1#(mouse): sense: CACCGTTGGCGTTGAGCACGGGCTC; antisense: AAACGAGCCCGTGCTCAACGCCAAC; Wnt10a-‍2#(mouse): sense: CACCGGCACTCATGGATGGCGATC; antisense: AAACGATCGCCATCCATGAGTGCC; Pcsk9-1#(mouse): sense: CACCGCCGCCGGGGCTATGTCATCA; antisense: AAACTGATGACATAGCCCCGGCGGC; Pcsk9-‍2#(mouse): sense: CACCGATGCTGGGATAATTCGCTCC; antisense: AAACGGAGCGAATTATCCCAGCATC.

### lentiviral-shRNA interference

Puromycin-resistance shRNA plasmids were purchased from Suzhou GenePharma. shRNA plasmids were co-transfected with pMD2.G (#12259) and psPAX2 (#12260) into 293T cells to generate lentiviruses. After 2 days the virus-containing supernatant was collected and concentrated. Cells were infected with the lentiviruses supplemented with 4 μg/ml Polybrene. The puromycin selection (2.5 μg/mL) started 2 days after the infection and was continued for a week to generate stable cell pools. The sequences for each shRNA are as follows: sh-β-catenin(mouse): 5’-‍GCTGATATTGACGGGCAGTAT; sh-‍β-‍catenin(human): 5’-GCTTGGAATGAGACTGCTGAT.

### Overexpression plasmids

cDNA of Lin28b and Ldlr were amplified and cloned into p3×Flag-CMV-10. After that, the cDNA of flag-Lin28b and flag-Ldlr were cloned into lenti-EF1α-MCS-T2A-Hygro viral expression vector. The CRISPR/Cas9-resistant plasmids are synonymous mutations of a clustered randomly regularly interspaced short palindromic repeats (CRISPR)–Cas9 sequence with a Fast mutagenesis kit (Vazyme, #C214-01). the CRISPR/Cas9-resistant wild-type Lin28b (flag-Lin28b-WT(r)) plasmid sequence changes ‘ATACGGGTAACAGGCCCAGG’ to ‘ATTCGCGTTACAGGCCCAGG’. The mutant Lin28b (flag-Lin28b-MU(r)) sequence are mutations of (flag-Lin28b-WT(r) sequence with a Fast mutagenesis kit (Vazyme, #C215-01). Five point-‍mutations (W34A, F43A, F61A, H159A and H181A) spread across the cold shock domain (CSD) and CysCysHisCys (CCHC) zinc-finger RNA-binding motifs were created in flag-Lin28b-MU(r) that render the protein incapable of let-‍7 suppression^21^.

### Quantitative secretomics sample preparation and LC-MS/MS analysis

CAFs were cultured with 15376T-‍CM for 6 days and then they were counted and equal numbers of cells were split to 15 cm dishes at roughly 50% confluence. Once cell lines reached 70% confluence, two 15 cm dishes of each cell line were washed 3 times with PBS to remove serum proteins and incubated for 24 h in 15 ml of FBS-‍free 15376T-CM. Conditioned media was then removed, mixed, filtered with 0.45 μm filters, and maximally concentrated (75 to 100-fold) via room temperature centrifugation at 4000 × *g* in 3-‍kDa molecular weight cutoff concentrating columns (Millipore). Concentrated samples were stored at −80 °C until processing for mass spectrometry.

Samples were separated via 10% SDS-PAGE and subjected to in-gel digestion. Briefly, the band of interest was excised from gel and cut into ~1 mm^3^ cubes and destained with 50% acetonitrile (ACN) in 50 mM NH_4_HCO_3_. Proteins were reduced with dithiothreitol (DTT) and subsequent alkylation was performed with iodoacetamide (IAM). Trypsin-containing buffer was added to cover the gel pieces and incubated at 37 °C overnight. After digestion, peptides were extracted and dried completely in a dry vacuum pump and then resuspended in HPLC-grade water for LC–MS/MS analyses.

Tryptic digests were analyzed on a LTQ Velos Pro mass spectrometer (Thermo Scientific) equipped with nanoflow reversed phase liquid chromatography (EASY-nLC II, Thermo Scientific). Tryptic digests were loaded on a home-made capillary column (75 μm × 150 mm) with a laser-pulled electrospray tip (Model P-2000, Sutter instruments). The capillary column was packed with 5 μm, 100 Å Magic C18AQ silica-based particles (Michrom BioResources Inc., Auburn, CA). The mobile phase was composed of solvent A (97% H_2_O, 3% acetonitrile, and 0.1% formic acid) and solvent B (100% acetonitrile and 0.1% formic acid). The LC gradient consisted of 5% B for 3 min, a linear increase to 60% B over 50 min, a rapid increase to 90% B over 2 min, and 90% B for 10 min. The gradient was then switched back to 100% solvent A for column equilibration, and the flow rate was kept at 300 nl/min. Elution fractions from the capillary column were electrosprayed directly on to the mass spectrometer for MS and MS/MS analysis with data-dependent acquisition mode. One full MS scan (*m*/*z* 400–1200) was acquired and the 10 most abundant precursor ions were selected for fragmentation in the LTQ by CID at a normalized collision energy setting of 35%.

### Secretomic data analyses

For data analysis, raw LC-MS files were searched against protein database of Mouse (Taxon identifier: 10090) using Mascot Deamon software (version 2.6.0, Matrix science). Precursor mass tolerance of peptides was set as 20 ppm, and for fragment ions in MS/MS scans the mass tolerance was set as 0.8 Da. Cysteine carbamidomethylation (C, 57.0215 Da) was set as a fixed modification and oxidation of methionine (M, 15.9949) was set as a variable modification. Trypsin was set as a digestion enzyme with a maximum of two missed cleavages. Quantitative secretomics analysis of 15376CAFs-CM and Lin28b-KO 15376CAFs-CM were provided in Supplementary Data file 4.

### RNA-seq analyses

The total RNA content of 15376T, Lin28b-KO 15376T, and 14837T was extracted as described above, and the library was prepared by Jiayin Biomedical Technology. Reads were then aligned using STAR v2.7.3.a. To remove low-quality/duplicate reads and sort the aligned BAM files, Samtools (v1.13) was used. Cufflinks, Cuffquant, and Cuffnorm v2.2.181 were used to assemble, quantify, and normalize transcripts (FPKM) to assemble the count tables, respectively.

### Whole-exome sequencing (WES) analyses

DNA of 15376T and 14837T was extracted and quantified as described above. Then WES using commercial DNA sequencing services by Mingma Technologies. Exome capturing was performed using NimbleGen SeqCap EZ Human Exome Library v3.0. 

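Genomic DNA of a pair of primary murine PDAC lines was captured and sequenced as 1 library per line. The libraries are named WES-15376T and WES-14837T after the lines, and none of the copy-number values has a replicate. WES enriches the exons of the genome with capture probes before sequencing, and the number of reads over a region, set against a reference, gives its copy number. The methods name a NimbleGen human exome library for the capture, whereas the labels of the samples name an Agilent SureSelect human exome kit. Either kit was designed for human exons, and the DNA is from mouse, so these names leave the probes that were used uncertain. For each line the authors deposited a table of copy-number segments and a table of genes. A segment is a run of neighboring bins of the genome with a common coverage. The tables held 191 segments over 217776 bins in WES-15376T and 235 segments over 217778 bins in WES-14837T. Each segment carried a log2 ratio of its coverage to a copy-number reference and an integer copy number. It also carried a B-allele fraction (BAF), its mean read depth and its number of bins. The paper's text does not define the BAF, which is read here as the fraction of reads with the non-reference allele at variant sites. The paper's text names neither the software nor the reference. The columns are those of the program CNVkit, and the integer copy number followed that program's default log2 thresholds with 0 exceptions in each line. The mean read depth over autosomal segments, weighted by bins, was 43.4 in WES-15376T and 47.5 in WES-14837T. The spread between bins is not part of the tables, so no interval could be set on a segment. The SD of log2 among autosomal segments called at 2 copies, 0.090 in WES-15376T (103 segments) and 0.095 in WES-14837T (96 segments), was used as the spread instead. These segments were selected by their log2, so this SD is bounded by the call thresholds and is not a measurement error. The smallest segment held 12 bins in WES-15376T and 13 bins in WES-14837T, which limits how small a change can be seen. The gene tables held 7960 genes in WES-15376T and 4755 genes in WES-14837T, each with the log2 of its segment. The smallest absolute log2 listed was 0.40 in either table, so genes in segments nearer to 0 are not listed. The genes lie at GRCm38 positions. Of the gene names with a single RefSeq position on GRCm38, 99.2% in WES-15376T and 99.6% in WES-14837T overlapped it. Copy numbers were taken as the authors called them, with more than 2 copies counted as gained and fewer than 2 as lost, and shares were weighted by segment length over the 19 autosomes.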

Capture genomic DNAs were sequenced using Illumina NovaSeq 6000.

### Prediction of target genes of miRNAs

Targets of miRNAs are predicted by an online target prediction tool, TargetScan 8.0 (http:www.targetscan.org/), which predicts the biological targets of miRNAs by searching for the presence of conserved 8mer and 7mer sites that match the seed region of each miRNA.

### Chromatin immunoprecipitation (ChIP)

2 × 10^7^ cells were cross-linked with 1% formaldehyde, resuspended in lysis buffer on ice for 15 min and fragmented by sonication. Soluble chromatin was diluted and subjected to immunoprecipitation with the indicated antibodies. Immune complexes were precipitated with protein A/G Sepharose beads, washed sequentially with low-salt buffer (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, 150 mM NaCl, 0.1% SDS, 1% Triton X-100), high-salt buffer (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, 500 mM NaCl, 0.1% SDS, 1% Triton X-100), LiCl buffer (10 Mm Tris-HCl, pH 8.0, 1 mM EDTA, 250 mM LiCl, 1% Nonidet P-40, 1% sodium deoxycholate) and TE buffer (10 mM Tris-HCl, pH 8.0, 1 mM EDTA), and eluted with elution buffer (1% SDS and 0.1 M NaHCO_3_). Cross-link was reversed and DNA was purified with DNA extraction kit (Vazyme). DNA was subjected to real-time PCR. Sequences for primers are: site 1: tcataaagaagcgtccc, atgctttcttgctacta; site 2: atctcttcctcttgcca, tcagcatcagtctaaca.

### Plasmid construction and luciferase assay

A 384 bp fragment of the Pcsk9 3’UTR (containing 2 predicted positions) was amplified by PCR using mouse genomic DNA as a template, and cloned into the pmir-GLO vector (Promega). Overlap PCR was used to construct 3′-UTR mutant reporter plasmid. The sequences of wild-‍type and mutant 3′-UTR were confirmed by sequencing. HEK 293T cells were seeded in 24-well plates and transfected with a mixture of pmir-GLO-Pcsk9 3’UTR (wild-type or mutant) and miRNA agomir (RiboBio, China) following the recommended protocol for the Lipofectamine 2000 transfection system (Invitrogen). Luciferase activity was assayed 2 days after transfection using the POLARstar Omega. TCF/LEF response element was cloned into the pGL6-TA vector (Beyotime Biotechnology). For transfecting 14837CAFs with TCF/LEF luciferase reporter plasmid and pRL-TK vector, neon transfection system (Invitrogen, MPK5000) was used following the manufacturer’s instructions. Then, 14837CAFs were cultured with 14837T-‍CM or 15376T-‍CM in the presence or absence of 200 ng/ml r-mWnt5a. After 3 days, luciferase activity was assayed. Firefly luciferase activity was normalized to Renilla luciferase activity for each sample.

### mRNA stability analysis

Cells were treated with Actinomycin D to block RNA transcription, and RT-qPCR was used to assess the level of Pcsk9. After culturing at the various time points, cells were collected and RNA was extracted for RT-qPCR.

### Sucrose gradient fractionation of ribosomes

About 1 × 10^7^ cells were washed twice in cold PBS and lysed by 1.0 ml polysome extraction buffer (PEB, 20 mM Tris-HCl [pH 7.5], 100 mM KCl, 5 mM MgCl_2_, 0.5% NP-40) containing 100 μg/ml cycloheximide (CHX), 1 x protease inhibitors and 1:1000 dilution of RiboLock RNase inhibitor. The cell suspension was incubated on ice for 10 min, and centrifuged at 12,000 × *g* for 15 min. Supernatant was collected and 300 μg of RNA was loaded onto the 10 to 50% sucrose gradients. Tubes were centrifuged using a Beckman SW40Ti rotor at 190,000 × *g* for 1.5 h. Fractions were collected and mRNA was extracted with TRIzol. Analysis of mRNA distribution in sucrose gradient by qPCR.

### Immunohistochemical (IHC) staining

For IHC analysis, 3 mm sample sections were incubated with anti-Ki67 (1:1000), anti-CK19 (1:100), anti-‍α-‍SMA (1:100), and anti-Pcsk9 (1:100), respectively, overnight at 4 °C in a humidified chamber, followed by incubation with the HRP-conjugated secondary antibodies for 37 °C 60 min. Staining was completed by 1–2 min incubation with diaminobenzidine (DAB) substrate, which results in a brown-colored precipitate at the antigen site. The tissue sections stained immunohistochemically were analyzed and the mean staining intensity was calculated using ImageJ software.

### Immunofluorescence analysis

De-paraffined sections with 3-μm thickness were repaired by microwave. After that, the sections were treated with 0.5% Triton X-100 for 30 min and blocked with goat serum for 1 h at room temperature, washing with PBS 3× between each step. The sections were incubated with anti-‍α-‍SMA (1:100), anti-CK19 (1:100), anti-Lin28b (1:500), anti-Wnt5a (1:200), respectively, overnight at 4 °C in a humidified chamber. After incubation for 1 h with secondary antibodies, samples were incubated with DAPI. Anti-fade mounting medium (Yeasen, #36307ES25) was used to seal the sections. Immunofluorescent images were obtained using a confocal microscope.

### Masson’s trichrome staining

Masson’s trichrome staining was used to detect fibrosis. De-paraffined sections with 5-μm thickness were stained according to instructions (Applygen #B1130). Images were taken under uplight microscopy for analysis.

### Statistical analysis

Information about experimental replicates is included in the figure legends. Statistical analysis was performed using the SPSS statistical software package (standard v.20; SPSS Inc.). Human PDAC RNA-seq dataset from Clinical Proteomic Tumor Analysis Consortium (CPTAC) genomic data (dbGaP Study Accession: phs001287)^28^ were used to test the correlation and gene expression signature score. The gene expression data and the clinical data were downloaded from GDC data portal (https://portal.gdc.cancer.gov/). The statistical analysis analyses were performed by R (Version: 4.1.3). Correlation between two continuous variables was measured by Pearson correlation coefficient. Different PDAC subtypes and iCAF/myCAF gene signature score analysis was performed using the R package “singscore” (https://bioconductor.org/packages/singscore/). Gene sets representing different PDAC subtypes markers and iCAF/myCAF markers were obtained from recent publications^26,27^ (Supplementary data files 1 and 2). For two-group statistical analyses, unpaired Student’s t-test was used. One-way analysis of variance followed by Tukey corrected post hoc t-test was used for multi-group comparisons. Error bars represent s.d., as indicated in the legends. Littermate animals from different cages were randomly assigned to the experimental groups. Tumor weight measurements were performed in a blinded manner. All other data collection and analysis were not performed blind to the conditions of the experiments. Data distribution was assumed to be normal but not formally tested. No data were excluded from the analyses.

No statistical method was used to predetermine sample size in all the highly controlled in vitro or in vivo experiments, but our sample sizes are similar to those reported in previous publications. For each experiment, we aimed for a number of at least of three samples or animals per group to allow basic statistical significance. The exact sample size was indicated in the figure legend. All animals were randomized and exposed to the same environment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1-4

Reporting Summary

Peer Review File

### Source data

Source Data

## Data Availability

The RNA-Seq and whole-exome sequencing (WES) data generated in this study have been deposited in the NCBI’s Gene Expression Omnibus database under accession code GSE217378. Secretomics data have been deposited to the ProteomeXchange Consortium via the iProX with the dataset identifier PXD045477. Source data used in the main figure and supplemental figure panels are also provided. Source data are provided with this paper.

# Supplementary material for: The Lin28b/Wnt5a axis drives pancreas cancer through crosstalk between cancer associated fibroblasts and tumor epithelium
**Source:** Nat Commun. 2023 Oct 28;14:6885. doi: 10.1038/s41467-023-42508-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

PDAC-Subtype Signature Genes Analysis.

### **Supplementary Data 2**

Gene expression of iCAFs/myCAFs markers in 15376CAFs which were cultured with 14837T-CM or 15375T-CM for 6 days.

### **Supplementary Data 3**

Patient information of Tissue microarray.

### **Supplementary Data 4**

Quantitative secretomics analysis of 15376CAFs-CM and Lin28b-KO 15376CAFs-CM.

# Supplementary material for: The Lin28b/Wnt5a axis drives pancreas cancer through crosstalk between cancer associated fibroblasts and tumor epithelium
**Source:** Nat Commun. 2023 Oct 28;14:6885. doi: 10.1038/s41467-023-42508-8
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Image collection was performed with confocal microscope (ZEISS LSM880 laser scanning confocal microscope and ZEISSZEN software). Quantitative RT-PCR (qRT-PCR) results were recorded with Applied Biosystems 7500 according to the manufacturer's instructions.

Data analysis

The tissue sections stained immunohistochemically were analyzed and the mean staining intensity was calculated using Image-Pro Plus software.  
The oligonucleotide primers for qRT-PCR were designed using Light Cycler Probe Design Software 2.0 (Roche) or Primer Bank (<http://pga.mgh.harvard.edu/primerbank/index.html>).  
Statistical analysis was performed by using the SPSS statistical software package (standard version 20; SPSS Inc., Chicago, IL, USA).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The detailed results from the RNA-Seq and WES experiments are deposited in the NCBI's Gene Expression Omnibus (GEO GSE217318).

The detailed results from the RNA-Seq and WES experiments are deposited in the ProteomeXchange Consortium via the iProX with the dataset identifier PXD045477

The detailed results from the human PDAC RNA-seq dataset from Clinical Proteomic Tumor Analysis Consortium (CPTAC) genomic data (dbGaP Study Accession: phs001287).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | The research findings apply to both male and female. Clinical sopecimens used for IHC analysis were obtained from male patients as indicated in Supplementary Data file 3.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Reporting on race, ethnicity, or other socially relevant groupings | The PDAC samples used in this study were obtained exclusively from Chinese individuals, including both Asian male and Asian female. The tissue samples were collected from the department of pancreatic surgery, the Huashan hospital with FuDan University University, Shanghai, China. The race/ethnicity variable was not used as a covariate in this study.                                                                                                                                                                                                                                                                                                    |
| Population characteristics                                         | The hPDAC, hCAFs, human TMA samples were collected from PDAC patients(male/female) from 30-85 years old diagnosed with PDAC at department of pancreatic surgery, Huashan Hospital.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Recruitment                                                        | PDAC patients who received pancreaticoduodenectomy/total pancreatectomy/distal pancreatectomy surgery were randomly recruited into the study.Eligibility criteria for selection of the patients:<br>1. Encountered between June 2019 and December 2020<br>2. Age is not limited<br>3. Underwent surgical therapy and histologically diagnosed postoperatively by two experienced pathologists<br>4. In accordance with TNM staging system in PDAC of 8th edition AICC/UICC Classification of Malignant Tumors<br>5. Tumor tissues of stage IV were confined to those patients who underwent palliative surgery with isolated or single segmental liver metastasis. |
| Ethics oversight                                                   | All manipulations about human patient samples were approved by the Research Ethics Committee of Huashan Hospital, Fudan University, and all the patients were provided with written informed consent before enrolment. (protocol number:KY2020-015)                                                                                                                                                                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size in all the highly controlled in vitro or in vivo experiments, but our sample sizes are similar to those reported in previous publications. For the mouse work, we aimed to have a minimum of 6 mice in each group. For the human TMA analysis, the sample size consisted of 80 TMA cores/patients. For the cell proliferation assay, the sample size consisted of 4 biologically independent experiments. For the real-time qPCR, western blotting, Chip, luciferase assay, and elisa, the sample size consisted of 3 biologically independent experiments. The exact sample size was indicated in the figure legend. |
| Data exclusions | No data was excluded from the analyses                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | The experimental findings were successfully replicated a minimum of three times with similar results                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Randomization   | For the in vivo experiments, littermate animals from different cages were randomly assigned to the experimental groups. For in vitro experiments, randomization was not relevant as the samples were treated and analyzed in the same manner.                                                                                                                                                                                                                                                                                                                                                                                                                                    |

Blinding

Tumor weight measurements were performed in a blinded manner. All other data collection and analysis were not performed blind to the conditions of the experiments,, but data were analyzed by multiple investigators, including those not involved in the experiment.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |                                     |                                                 |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The antibodies used were anti-Lin28B (Abcam, #ab191881,1:1000; abcepta, #AP1485C, 1:1000), anti-actin (Santa Cruz, #sc-7210, 1:1000), anti-Wnt5a (Abcam, #ab229200, 1:500; R&D, #MAB645, 1:200), anti-Wnt10a (ABclonal, #A15602, 1:1000; biodragon, #BD-PNO283, 1:1000), anti-β-catenin (Abcam, #ab32572, 1:10000), anti-Pcsk9 (Abcam, #ab185194, 1:1000), anti-PGRN (Abcam, #ab187070, 1:1000), and anti-ldlr (Abcam, #ab52818, 1:500) for WB; anti-Ki67 (Abcam, #ab16667, 0.03ug/ml), anti-α-SMA (Gene Tech, #GM085129, 1:100), anti-CK19 (Proteintech, #10712-1-AP, 0.5ug/ml), anti-Lin28B (Abcam, #ab191881,1:50; abcepta, #AP1485C, 1:50) and anti-Pcsk9 (Abcam, #ab185194, 1:100) for IF and IHC; anti-Fzd4 (R&D Systems, #MAB194, 1:100), rabbit anti-rat IgG-PE (Solarbio, #K0032R-PE, 1:100), anti-CD45-AlexaFluor 647 (BioLegend, #103124, 1:200), anti-CD326 (EPCAM)-AlexaFluor 488 (BioLegend, #118212, 1:25), anti-CD31-AlexaFluor 647 (BioLegend, #102416, 1:200) and anti-PDPN-APC/Cy7 (BioLegend, #127418, 1:200) for FACS. |
| Validation      | The antibodies were validated by WB with human/mice proteins from KO or KD cell lines.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Primary mouse PDAC lines 14837T, 14838T and 15376T were isolated from genetically engineered C57BL/6 mice (tetO_LKrasG12D, p53 L/+, p48-Cre). 8988T, 8988S, MIA PaCa-2, ASPC1, PANCO3.27 and PANC-1 cells are human pancreatic cancer cell lines (from ATCC). 293T was purchased from ATCC. mCAFs were generated from C57BL/6J harbouring mouse PDAC. hCAFs were generated from PDAC patients. |
| Authentication                                                    | Primary mouse PDAC lines 14837T and 15376T were verified by genotyping and WES. 

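The WES tables of the libraries WES-15376T and WES-14837T, named after the lines, describe copy number along the genome. In WES-15376T, 9.31% of the autosomal length was called gained and 29.7% lost. In WES-14837T, 18.9% was called gained and 29.6% lost. The threshold moved these shares most. With gains and losses counted only from an absolute log2 of 0.5, the share lost was 27.5% in WES-15376T and 4.09% in WES-14837T. The share gained was then 2.86% in WES-15376T and 2.92% in WES-14837T, so the difference in gains between the lines depends on the threshold. The calls of the lines were the same over 71.4% of the 2385 Mb covered in each. Of this length, 21.7% was lost in both lines and 7.12% was gained in both, where independent calls would give 8.78% and 1.76%. Across 2392 autosomal windows of 1 Mb, the log2 values of the lines had a Pearson r of 0.66 and a Spearman rho of 0.64. Windows of one chromosome are not independent, and resampling whole chromosomes gave a 95% range of r from 0.42 to 0.80. If the lines were set against the same reference, unchanged genomes would also correlate. The simulated r lay between 0.35 and 0.63 when the lines and the reference were given equal noise. Chromosomes 4, 7, 14, 16 and 18 had a mean log2 of -0.59, -0.53, -0.45, -0.62 and -0.57 in WES-15376T and of -0.26, -0.45, -0.42, -0.47 and -0.32 in WES-14837T. Chromosome 3 had a mean log2 of 0.42 in WES-15376T and 0.47 in WES-14837T. Among the autosomes, the lines differed most on chromosomes 4, 9, 13 and 19. The mean log2 of chromosome 9 was -0.37 in WES-15376T and 0.0095 in WES-14837T, that of chromosome 13 was -0.038 and -0.38, and that of chromosome 19 was 0.049 and 0.39. Each of these differences was larger than the SD of segments called at 2 copies. The chromosomes were picked for their large differences and that SD is bounded by the call thresholds, so this is a description only.

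**Figure D1:**
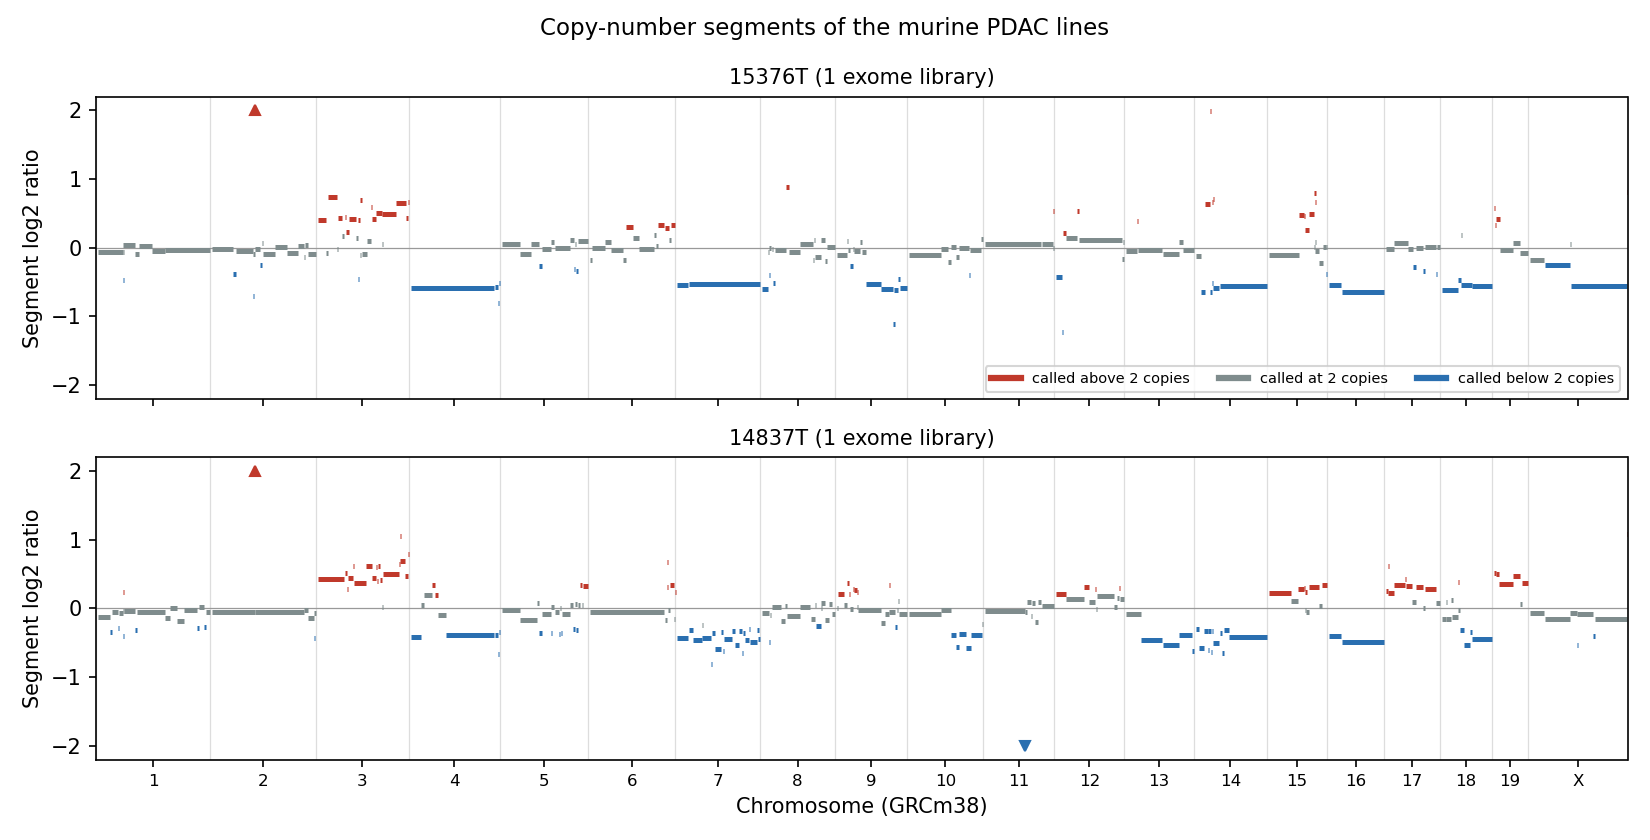
Segment log2 ratio (vertical axis) along chromosomes 1 to 19 and X (horizontal axis, GRCm38) in WES-15376T and WES-14837T, 1 library each. Red, gray and blue mark segments called above, at and below 2 copies, triangles mark segments beyond an absolute log2 of 2, and short segments are drawn 2 Mb wide. Chromosomes 7 and 16 lie below 0 along their length in both lines, and chromosome 19 lies higher in WES-14837T.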

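Genes altered in the mice of origin lie in long segments, and the tables give one value for the whole segment. Trp53, the gene with the floxed allele, lies on chromosome 11 of GRCm38 from 69580348 to 69591873. Its segment was called at 2 copies in each line, with a log2 of 0.056 over 11932 bins in WES-15376T and of -0.036 over 7123 bins in WES-14837T. The BAF of that segment was 1 in WES-15376T and 0.027 in WES-14837T. The autosomal median BAF, weighted by length, was 0.077 in WES-15376T and 0.061 in WES-14837T, so only the value in WES-15376T lay far above it. Ptf1a, the gene that encodes p48 and whose promoter drives Cre, lies on chromosome 2 from 19445663 to 19447501. Its segment was called at 2 copies in each line, with a log2 of -0.017 in WES-15376T and -0.060 in WES-14837T. Gt(ROSA)26Sor, the ROSA26 locus that carries rtTA, lies on chromosome 6 from 113067428 to 113077244. Its segment was called at 2 copies in each line, with a log2 of 0.18 in WES-15376T and -0.045 in WES-14837T. With log2 recentred on the autosomal median, the value in WES-15376T was 0.22, above the threshold of 0.2 for a gain. The log2 difference between the lines was 0.092 for Trp53, 0.043 for Ptf1a and 0.23 for Gt(ROSA)26Sor. The last was larger than the SD of segments called at 2 copies and lay at the 90.1st percentile of the differences over autosomal windows. None of these 3 genes is in either gene table, because their segments lie under the absolute log2 of 0.40 at which genes are listed. A deletion or insertion confined to a few exons was therefore not detectable in these tables.

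**Figure D2:**
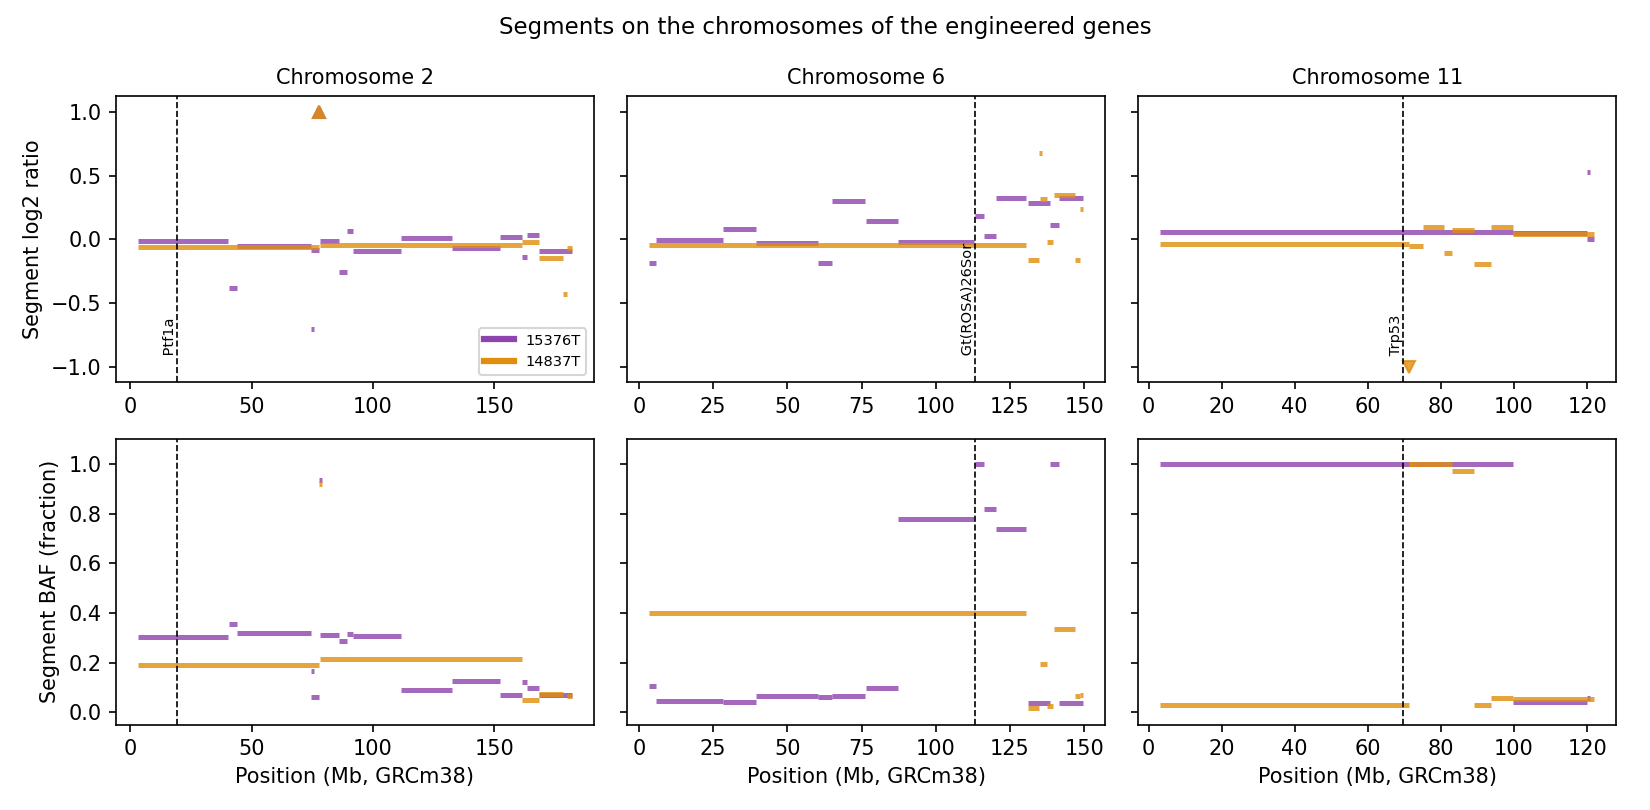
Segment log2 ratio (upper row) and segment BAF (lower row, as a fraction) against position in Mb on chromosomes 2, 6 and 11 of GRCm38, with WES-15376T in purple and WES-14837T in orange, 1 library each. Dashed lines mark Ptf1a, Gt(ROSA)26Sor and Trp53, triangles mark segments beyond an absolute log2 of 1, and short segments are drawn 1 Mb wide. The Trp53 segment has a BAF of 1 in WES-15376T and of 0.027 in WES-14837T.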

CAFs were verified by measuring aSMA expression. All commercially available cell lines were analyzed by STR analysis.                                                                                                                                                                                          |
| Mycoplasma contamination                                          | All cell lines are negative for mycoplasma contamination                                                                                                                                                                                                                                                                                                                                       |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study                                                                                                                                                                                                                                                                                                                                    |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Six-week-old C57BL/6J mice (male/female) were used for tumorigenesis. Mice for fibroblast deletion of LIN28B were generated by breeding LIN28Bfl/fl mice with FSP-Cre mice (Model Organisms Centre, Shanghai). LIN28Bfl/fl mice were ordered from Cyagen Biosciences (Suzhou, China).Six-week-old LIN28Bfl/fl;FSP-Cre mice (male/female) were used for tumorigenesis. Mice (male/female) received standard chow diet ad libitum and were housed in conditions of 12/12h dark/light cycle, 22±1C ambient temperature and 50±10% humidity at Peking University Health Science Center animal facility. Sex was not considered in our study design.Maximal tumor burden (10% of body weight) and maximal tumor size (2.0cm) allowed by the ethics committee was not exceeded. |
| Wild animals       | the study did not involve wild animals                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Reporting on sex   | The research findings apply to both male and female.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

|                         |                                                                                                                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field-collected samples | the study did not involve samples from the field                                                                                                                                                                                              |
| Ethics oversight        | All animal experiments were performed in accordance with a protocol approved by the Department of Laboratory Animal Science of Peking University Health Science Center and supervised by the institutional review board of Peking University. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

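DNA of a pair of primary murine PDAC lines was studied by WES, with 1 library per line, named WES-15376T and WES-14837T after the lines. The RNA-seq samples of these lines and of the Lin28b knockout and the wild-type tail DNA were not analysed here. For each line the authors deposited a table of copy-number segments and a table of genes. The log2 values deposited by the authors are log2 ratios of coverage to a copy-number reference that the paper's text does not name. The BAF deposited for each segment is a fraction from 0 to 1, and is blank where no variant was used. The read depth deposited for each segment and gene is a coverage signal without normalization. The weight deposited for each segment and gene is a score, the sum of the weights of its bins, and was not used. The integer copy numbers were called by the authors, and a check found that they followed the default log2 thresholds of CNVkit with 0 exceptions in each line. Starts count from 0 in the tables and were written counting from 1. The paper's methods name the capture library and the sequencer. They do not state the aligner, the genome build, the reference or the filters. Gene positions were taken from RefSeq on GRCm38.p6, which the positions in the gene tables matched for 99.2% of the names in WES-15376T and 99.6% in WES-14837T.

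From these tables the share of autosomal length called gained or lost, the share with a different call in the 2 lines, the correlation of log2 across windows of 1 Mb, the mean log2 of each chromosome, the values of named genes and the number of listed genes were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A window was kept where segments of both lines covered at least 50% of it. The range of r came from 1000 resamplings of whole chromosomes. The r of unchanged lines that share a reference came from 1000 simulations with equal noise in the 3 libraries. The noise was drawn once for each of the 363 intervals between breakpoints of either line, whatever the number of bins. The choice of equal noise set the mean simulated r, 0.495. With 1 library per line no test between the lines was possible, and no p-value is given. The steps were tested on simulated data of 200 segments with a noise SD of 0.05, where the share gained was recovered as 24.5% (true 24.5%), the share lost as 28.0% (true 28.0%), the share with a different call as 24.5% (true 24.5%) and the correlation as 0.55 (true 0.57).

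The named genes were set before the data were examined. They are genes engineered in the mice (Trp53, Ptf1a, Gt(ROSA)26Sor), the mouse genes the paper names for its mechanism with the let-7 genes, 5 genes of pancreatic cancer, and the genes of the 3 highest and 3 lowest autosomal segments with at least 20 bins in each line. Some of the genes set in this way are not reported here. Alternatives set in the same way were calls at an absolute log2 of 0.3 or 0.5, segments with at least 10 bins, log2 recentred on the autosomal median, weights by bins, windows of 5 Mb, Spearman rho, the log2 in the gene table, and for the gene counts an absolute log2 of 0.5, at least 5 bins or all chromosomes. Shares in segments of at least 5 Mb were added after the data were seen. A comparison of Trp53 and Ptf1a with their own neighbors was planned. It was not possible, because the gene tables give each gene the log2 of its segment and do not list these genes. The mean depth was 43.4 in WES-15376T and 47.5 in WES-14837T. It is a mean over bins, and the spread between bins, the number of variants behind each BAF and the read counts were not part of the tables, so the precision of a single segment is unknown.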

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

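The tests in this part were chosen after the values were seen. Autosomal segments with an absolute log2 of at least 1 are values the paper does not report, and there were 4 in WES-15376T and 3 in WES-14837T. No normal sample was analysed here, so none of them can be set against a control.

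The highest segment of either line holds one gene, Cwc22, on chromosome 2 from 77881383 to 77936665. Its log2 was 3.91 in WES-15376T and 3.62 in WES-14837T. The copy-number reference alone is argued against by the read depth of the lines themselves, which over Cwc22 was 4.52 (WES-15376T) and 4.26 (WES-14837T) above segments called at 2 copies on the log2 scale. The segment had the same borders in both lines, and it was the only one of the 19 autosomal segments under 1 Mb in WES-15376T that did. An inherited difference of the mice from the reference genome is a candidate explanation. Read as the fraction of non-reference reads, its BAF of 0.93 in WES-15376T and 0.92 in WES-14837T means that most reads carry non-reference alleles. The tail DNA is labelled wild type and was not analysed here. Without normal DNA of the mice of origin, an inherited difference and an amplification in the tumors cannot be told apart.

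On chromosome 14 of WES-15376T, a segment from 26619269 to 26743270 with Dennd6a, Arf4, Pde12, Mir7672 and Dnah12 had a log2 of 1.99, over 33 bins. It lies at the end of a region from 18888973 to 26743270 that was called gained in WES-15376T and lost in WES-14837T, with a log2 difference of 1.05. Wnt5a begins 1.76 Mb beyond it, in a segment called at 1 copy. The line's own depth over the segment was 2.42 above that of segments called at 2 copies on the log2 scale, where the 11 segments at 2 copies with fewer than 100 bins in WES-15376T averaged -0.29 (SD 0.68). This argues against the copy-number reference alone. WES-14837T has no depth of its own over these bins, so a coverage bias shared by the lines stays open for the segment. Over the region, the log2 ratio of the lines' own depths was 1.05, against an SD of 0.19 for long segments at 2 copies, which argues against the reference alone there. The depth of WES-14837T in this ratio comes from segments that run past the region, from 16819398 to 28270564. The 4 genes of the region listed with the same bins in both lines had a mean log2 own depth ratio of 1.07 (from 0.94 to 1.31). On the other side of Wnt5a, 0.48 Mb within the span from 30479599 to 31928939 was also called gained in WES-15376T (log2 0.68) and lost in WES-14837T (log2 -0.33). The differences between the lines were not tested, since each line has 1 library. A rearrangement of chromosome 14 in WES-15376T may lie behind them, as a hypothesis for which the tables hold no breakpoints.

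In WES-15376T, the segment of chromosome 12 from 13374642 to 15360603 with Nbas, Lratd1 and Gm16497 had a log2 of -1.23 (46 bins), and the segment of chromosome 9 from 100167403 to 101354423 had a log2 of -1.11 (93 bins). Each was called at 0 copies, but the read depth was 12.4 and 21.3, so reads remained. Relative to segments called at 2 copies, the line's own depth was -1.89 and -1.11 on the log2 scale. The lowest of its segments at 2 copies with fewer than 100 bins lay at -1.61. The copy-number reference alone is therefore argued against by a small margin for chromosome 12, and stays open for chromosome 9. WES-14837T has no depth of its own over either segment, so a coverage bias shared by the lines stays open for both. The part of chromosome 12 from 3235488 to 15360603 was called lost in WES-15376T and gained in WES-14837T, with a log2 difference of -0.76 and a log2 own depth ratio of -0.81. The same holds for chromosome 4 from 40476189 to 50150153, with a log2 difference of -0.84 and a log2 own depth ratio of -0.93. Both ratios lie beyond the spread of long segments at 2 copies, which argues against the reference alone. In each, one of the lines contributes the mean of a longer segment, from 3235488 to 19330941 on chromosome 12 in WES-14837T and from 3173523 to 146117266 on chromosome 4 in WES-15376T. The gains in WES-14837T rest on a log2 of 0.203 for chromosome 12 and 0.25 for chromosome 4, against a threshold of 0.2. With calls at an absolute log2 of 0.3, neither part would be called gained. The differences between the lines on chromosomes 12 and 4 were not tested. No biological explanation was tested.

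In WES-14837T, the segment of chromosome 3 from 144578289 to 145009918, with Selenof, Sh3glb1 and genes of the Clca family, had a log2 of 1.06. High coverage of these genes in both lines is a candidate explanation. In WES-15376T, where they have no segment of their own, their depth was 0.64 above that of genes within 7 Mb on the log2 scale, against 0.86 in WES-14837T. An inherited gain in both mice would give the same values and stays open.

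In WES-14837T, the segment of chromosome 11 from 71172030 to 71285291, which holds Nlrp1b and Nlrp1c-ps, had a log2 of -8.74. It has 19 bins, and its genes fall outside the rule for named genes and were chosen after their values were seen. The line's own depth there was -2.13 relative to segments called at 2 copies on the log2 scale, where the 6 such segments with fewer than 100 bins averaged -0.0081 (SD 0.35). This argues against the copy-number reference alone. WES-15376T has no depth of its own over these bins. The BAF of the segment was 1, as in the segment that begins beside it at 71285792. Read as the fraction of non-reference reads, this means that the reads at its variant sites carried non-reference alleles. Nlrp1b kept a mean depth of 12.7 over 9 bins. Such reads could come from a diverged allele or, after a deletion of both copies, from related genes, and these cannot be told apart, because the tables do not show where the reads come from.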

How the results depend on the processing

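Calls at an absolute log2 of 0.5 moved the shares most. The share of autosomal length gained fell to 2.86% in WES-15376T and 2.92% in WES-14837T, and the share lost in WES-14837T to 4.09%, while the share lost in WES-15376T was 27.5%. The construction shows why: the median log2 of segments called at 1 copy was -0.55 in WES-15376T and -0.40 in WES-14837T, so this threshold falls between the lines. The shares gained and lost and the share with a different call stayed within 1.5 times their main value with calls at an absolute log2 of 0.3, with recentred log2, with weights by bins, and in segments of at least 5 Mb. The last was chosen after the data were seen. The share with a different call lay between 23.7% and 31.4% under all of these alternatives. The filter on segments with at least 10 bins removed nothing, because the smallest segment held 12 bins, and says nothing about stability.

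The correlation between the lines was 0.68 with windows of 5 Mb and 0.64 as Spearman rho, within the range that resampled chromosomes gave. Of the 38 chromosome means, 1 moved by more than the SD of segments called at 2 copies: chromosome 19 in WES-15376T, at 0.14 when weighted by bins and 0.049 when weighted by length. Recentring subtracts one constant per line, -0.040 in WES-15376T and -0.049 in WES-14837T, which is smaller than that SD, so it could not move a value by this measure. Of the 58 values of named genes it took 1 past a call threshold, Gt(ROSA)26Sor in WES-15376T, from 0.18 to 0.22 against 0.2 for a gain. The log2 of a gene in the gene table equalled that of its segment for every gene listed, so that alternative could not move a value.

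The counts of listed genes follow the filters that define them. From an absolute log2 of 0.5, 548 genes were listed as gained in WES-15376T (1332 without it), 917 as gained (1502) and 663 as lost (3220) in WES-14837T, 268 as gained in both (797) and 418 as lost in both (2664). With at least 5 bins per gene, 861 were listed as gained and 3681 as lost in WES-15376T (6109 without it), 967 as gained and 1797 as lost in WES-14837T, 1457 as lost in both, and 4 as gained in one line and lost in the other (10 without it). These filters remove genes by construction. Adding the sex chromosomes left each count within 1.5 times its value. The planned comparison of Trp53 and Ptf1a with listed neighbors gave no value, since these genes are not listed.

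No paired analysis was possible because each line has 1 WES library and the results come from no test between groups.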

Other observations

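The paper states no copy-number values. Apart from the tests of Trp53 and Lin28b, which were set before the data were examined, the tests in this part were chosen after the values were seen.

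Lin28b, which the paper reports as highly expressed in the line of WES-15376T but not in that of WES-14837T, lies in a segment of chromosome 10 with the same borders in both lines and 3097 bins. It was called at 2 copies in each, with a log2 of -0.10 in WES-15376T and -0.080 in WES-14837T. The difference of -0.021 argues against a difference in copy number of the whole segment as the cause of the difference in expression. The segment is 54.7 Mb long and Lin28b is in neither gene table, so a change confined to Lin28b was not detectable. Expression was not analysed here.

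Wnt5a was called at 1 copy in each line, with a log2 of -0.64 in WES-15376T and -0.63 in WES-14837T. From the gene's own depth over 7 bins, 23.5 in WES-15376T and 27.3 in WES-14837T, the ratio between the lines was -0.17 on the log2 scale. Over the 2018 genes listed in both lines with at least 5 bins, the SD of this ratio around the segments' difference was 0.15. Fzd4 and Clu were called at 1 copy in each line as well. Ctnnb1 was called at 1 copy in WES-15376T (log2 -0.59) and at 2 in WES-14837T (log2 -0.075), and Sirt6 at 2 copies in WES-15376T (log2 0.010) and at 1 in WES-14837T (log2 -0.38). Wnt10a, Cxcl5, Fn1 and Grn were called at 2 copies in each line. Among the genes of pancreatic cancer, Cdkn2a, Cdkn2b and Smad4 were called at 1 copy in each line and Myc at 3 in each, and Yap1 at 2 copies in WES-15376T (log2 -0.10) and 3 in WES-14837T (log2 0.20). The let-7 genes went both ways. Mirlet7a-1, Mirlet7d and Mirlet7f-1 were called at 2 copies in WES-15376T and 1 in WES-14837T, Mirlet7g at 1 and 2, Mirlet7b, Mirlet7c-2 and Mirlet7e at 2 and 3, Mirlet7a-2 at 2 in each and Mirlet7c-1 at 1 in each. On chromosome X, Mir98 and Mirlet7f-2 were called at 1 and 2.

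The test for a deletion in Trp53 was left without an answer. The highest segment log2 of Trp53 was 0.056, under the level at which genes are listed.

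The losses lie far from the level of a loss of 1 of 2 copies in every cell, which would be a log2 of -1. Relative to segments called at 2 copies, the median lost segment was at -0.56 in WES-15376T and -0.36 in WES-14837T. The reference alone as the source of the losses is argued against by the lines' own depth, which was lower in lost than in unchanged segments by a log2 difference of -0.54 in WES-15376T (SD of unchanged segments 0.14) and -0.39 in WES-14837T (SD 0.13). Admixed wild-type C57BL/6 cells would have to make up 36.0% of WES-15376T and 56.0% of WES-14837T, and no segment at 2 copies could then have a BAF above 0.64 and 0.44. Each line has segments at 2 copies with a BAF of 1, which argues against admixed cells with reference alleles. Unchanged cells of the same mouse could carry the same non-reference alleles, so the BAF cannot exclude them. A baseline of more than 2 copies, losses in part of the cells and admixed unchanged cells of the same mouse cannot be told apart. Each can give the same levels. The lost segments would need a baseline of 3.13 copies in WES-15376T and 4.54 in WES-14837T, and the gained segments one of 2.99 and 3.30. As a hypothesis, the lines may not be diploid, in which case the integer copy numbers are relative. A compression of log2 by the capture also stays open.

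The correlation of log2 between the lines, 0.66, lay above the 95% range of r simulated for a shared reference, which ended at 0.63, but the lower end of its own range, 0.42, did not. The simulated range rests on equal noise in the lines and the reference, so this comparison cannot decide. The lines' own depths use no reference. Where both lines were called lost, the own depth relative to where both were at 2 copies was -0.58 in WES-15376T and -0.43 in WES-14837T on the log2 scale. Each drop is larger than the SD of long unchanged segments, 0.14 and 0.13, which argues against noise of a shared reference alone as the source of the shared losses. A coverage bias of the capture shared by the lines was not tested and stays open.

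Blocks of high BAF lie on chromosome 11, and in WES-15376T on chromosome 6. In WES-15376T, the segment from 3133019 to 99620437 with Trp53 had a BAF of 1 at a log2 of 0.056, which argues against the loss of 1 copy of the chromosome, since lost segments lie at -0.55. In WES-14837T, the segments called at 2 copies from 71285792 to 83017723 had a BAF of 1, and they begin 1.69 Mb from Trp53. Only 0.88% of autosomal positions in WES-14837T lie as close to a block with a BAF of at least 0.9 at 2 copies, and 4.30% in WES-15376T lie in one, as Trp53 and Gt(ROSA)26Sor do. Gt(ROSA)26Sor has no such block on its chromosome in WES-14837T, where its segment had a BAF of 0.40, and Ptf1a has none in either line. In WES-15376T a further block on chromosome 6, from 138377142 to 141647938, lies away from Gt(ROSA)26Sor. The segments with Gt(ROSA)26Sor in WES-14837T and with Ptf1a are 127.0, 37.3 (WES-15376T) and 74.8 Mb (WES-14837T) long, so a block of a few Mb would not show there and its absence decides nothing. As a hypothesis, non-reference alleles carried along with the engineered alleles may explain the blocks next to Trp53, with both copies carrying them. This cannot be told apart from other origins, because a segment has a single BAF and the one with Trp53 in WES-14837T, 68.0 Mb long, had a BAF of 0.027. Whether both copies were inherited or one replaced the other in the tumor is open too, with no normal DNA of the mice of origin analysed here.

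Within chromosome 7 of WES-14837T, 21 segments alternate, where WES-15376T has 2. Segments with fewer bins per Mb had a lower log2 (Spearman rho 0.75 across the 21 segments, which are not independent). A trend of coverage with the density of bins is a candidate explanation. The chromosome was chosen for its alternating segments, and the relation was weaker elsewhere. On chromosome 14 the rho was 0.24 over 12 segments in WES-14837T and 0.43 over 10 segments in WES-15376T, and over all autosomes, with each chromosome's median log2 removed, it was 0.36 over 224 segments and 0.31 over 183. Such a trend and separate losses cannot be told apart, because the spread between bins is not part of the tables.

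Chromosome X had a mean log2 of -0.41 in WES-15376T and -0.13 in WES-14837T, and chromosome Y a mean depth of 0.023 in each line. The sex of the mice of origin is not stated for these lines.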
